# Small Molecule-Induced Mitochondrial Disruption Directs Prostate Cancer Inhibition via Unfolded Protein Response Signaling

**DOI:** 10.18632/oncotarget.1130

**Published:** 2013-07-14

**Authors:** Elizabeth Rico-Bautista, Wenhong Zhu, Shinichi Kitada, Suthakar Ganapathy, Eric Lau, Stan Krajewski, Joel Ramirez, Jason A. Bush, Zhimin Yuan, Dieter A. Wolf

**Keywords:** Prostate cancer, cell cycle arrest, apoptosis, oxidative stress, small molecule inhibitor, mitochondrial function

## Abstract

We previously identified SMIP004 (N-(4-butyl-2-methyl-phenyl) acetamide) as a novel inducer of cancer-cell selective apoptosis of human prostate cancer cells. SMIP004 decreased the levels of positive cell cycle regulators, upregulated cyclin-dependent kinase inhibitors, and resulted in G1 arrest, inhibition of colony formation in soft agar, and cell death. However, the mechanism of SMIP004-induced cancer cell selective apoptosis remained unknown. Here, we used chemical genomic and proteomic profiling to unravel a SMIP004-induced pro-apoptotic pathway, which initiates with disruption of mitochondrial respiration leading to oxidative stress. This, in turn, activates two pathways, one eliciting cell cycle arrest by rapidly targeting cyclin D1 for proteasomal degradation and driving the transcriptional downregulation of the androgen receptor, and a second pathway that activates pro-apoptotic signaling through MAPK activation downstream of the unfolded protein response (UPR). SMIP004 potently inhibits the growth of prostate and breast cancer xenografts in mice. Our data suggest that SMIP004, by inducing mitochondrial ROS formation, targets specific sensitivities of prostate cancer cells to redox and bioenergetic imbalances that can be exploited in cancer therapy.

## INTRODUCTION

Despite the considerable heterogeneity of clinical tumors [1], malignant transformation confers common characteristics to cancer cells – hallmarks - which include, among others, replicative immortality, resistance to negative growth signals and apoptosis, and the abilities to induce angiogenesis and to colonize distant organ sites [2]. Some of these phenotypic properties are now understood as results of positive selection of defined driver mutations in oncogenes and tumor suppressor genes [3, 4]. In prostate cancer, for example, such genetic drivers include loss of NKX3.1 and PTEN, amplification of Myc and the androgen receptor (AR), Sox9 [5], and fusions of *ETS* family transcription factors to androgen-inducible promoters [6]. Therapeutic targeting of driver mutations to which cancer cells have become ‘addicted’ has proven to be highly effective, with the BCR-ABL inhibitor imatinib representing a paradigm. However, many other oncogenic and tumor suppressive mutations remain difficult to target pharmacologically. In addition, molecular profiling by next generation sequencing is continuously adding further layers of complexity to the genetic make-up of cancer cells to complicate the development of broadly applicable targeted therapies [7].

Despite tumor heterogeneity, the expression of a common set of phenotypic properties, some of which also mark a common set of liabilities, can be exploited in therapy. The concept of “non-oncogene addiction” as introduced by Elledge and colleagues recognizes that cancer cells also rely on pathways that are not oncogenic per se but that nonetheless support their survival [8, 9]. Often as a direct result of oncogenic signaling, cancer cells are exposed to a series of stress conditions that are not ordinarily experienced by normal cells. This stress phenotype commands an increased reliance on rate-limiting stress support systems such as chaperones, DNA repair mechanisms, and antioxidant functions. Mechanisms of stress sensitization or stress overload that interact with the cancer phenotype in a synthetic lethal manner are consequently considered viable strategies for therapeutic intervention [9]. In fact, DNA damaging chemotherapeutics, hyperthermia and proteasome inhibitors already provide proof-of-principle for this approach.

The stress environment to which cancer cells are exposed typically includes a closely intertwined and mutually reinforcing network of oxidative, genotoxic, and proteotoxic stresses [9]. For example, intracellular accumulation of reactive oxygen species (ROS) through oncogenic signaling [10, 11] or as a result of hypoxia [12], sensitizes cancer cells to oxidative damage to DNA, proteins, and lipids. The production of ROS during mitochondrial respiration can be limited by the almost universally observed reprogramming of cancer cell metabolism toward aerobic glycolysis [13]. The increased reliance of cancer cells on glycolysis represents a requisite example of non-oncogene addiction that permits selective targeting by small molecules [14, 15].

In a high-content screen for compounds that upregulate the cyclin-dependent kinase inhibitor (CKI) p27^KIP1^, we previously identified *N*-(4-butyl-2-methylphenyl) acetamide (SMIP004) as a novel inducer of cancer cell-selective apoptosis of LNCaP human prostate cancer cells [16]. SMIP004 upregulated the CKIs p27 and p21 while decreasing the levels of positive cell cycle regulators, such as cyclin A, CDK4 and SKP2. The compound also suppressed intracellular CDK2 kinase activity, resulting in G1 arrest and inhibition of colony formation in soft agar. SMIP004 also induced cancer cell-selective apoptosis, but its mechanism of action remained unknown. We show here that SMIP004 has a novel activity in directing a mitochondrial pathway that leads to oxidative stress, activation of the unfolded protein response (UPR), and apoptosis.

## RESULTS

### SMIP004 Induces the Unfolded Protein Response

To assess global effects of SMIP004 at times when apoptosis has been initiated and to cross-reference these effects with those of other cytotoxic compounds, we obtained transcriptomic profiles of LNCaP-S14 cells exposed to SMIP004, to the DNA damaging agent camptothecin, to the proteasome inhibitor bortezomib (BTZ), and to the CDK inhibitor roscovitine for 24 h. 

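After 24 h, SMIP004 changed the mRNA level of 58.6% of 8783 genes tested, BTZ of 64.5% and camptothecin of 63.4% (limma, adjusted p under 0.05). With SMIP004, 2523 genes rose and 2622 fell. The largest rises with SMIP004 included BEST1, a chloride channel gene (at least 59.1-fold), WIPI1, an autophagy gene (at least 28.2-fold), KRT80, a keratin gene (at least 25-fold), and ISG20, an exonuclease gene (log2 change 5.55, standard error 0.332). Among the largest falls were CDCA7, a MYC and E2F target (at least 18.3-fold lower), MARCKSL1 (log2 change -4.31, standard error 0.341) and TM4SF1 (log2 change -4.74, standard error 0.426, detected on 3 of 4 SMIP004 arrays). BTZ raised 2788 genes and lowered 2877, and camptothecin raised 2786 and lowered 2781. With roscovitine 306 rose and 368 fell, and its 2 samples stood apart from each other: 1216 genes differed at least 2-fold between them, against 1 to 10 genes between the samples of each other group. Its total of 674 genes ran from 0 to 5008 when 1 of the 10 samples was left out. Without the roscovitine samples, an analysis added after the data had been seen, 6613 genes passed for SMIP004.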

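RNA levels were measured on 12 Illumina bead arrays, on which probes for single transcripts capture labeled RNA copies and report it as a fluorescence intensity. The cells received DMSO as the vehicle, 40 µM SMIP004, 50 nM BTZ, 500 nM camptothecin or 20 µM roscovitine, with 2 biological samples in each of 5 groups. Each SMIP004 sample was hybridized to 2 arrays as technical replicates, whose values were averaged. The sample labels name the cells LNCaP and give the time only for SMIP004, so the line and the other times are taken from the paper. DMSO and SMIP004 lay on slide 1 and the other 3 compounds on slide 2, so for BTZ, camptothecin and roscovitine the effect of the compound against DMSO and a difference between slides cannot be told apart. The deposited intensities were background-corrected and quantile-normalized with limma's neqc, and all 10 samples entered 1 limma model. A gene was tested if its probe had a detection p under 0.01 on every array of at least 1 group, and the probe with the highest mean stood for a gene with several. Errors are standard errors of the log2 change from limma, with n = 2 biological samples per group, and adjusted p are Benjamini-Hochberg values. The spread of a gene was estimated over all 5 groups together. The difference between the 2 roscovitine samples (SD 0.766 across genes, against 0.13 to 0.224 in the other groups) therefore enters the errors and p of every comparison. A gene detected on no array of 1 group is given as at least N-fold higher or lower, taking the lowest detected signal of each such array as its level. The gene lists and the rule for naming genes were fixed before the data were examined. Lists were compared with all other genes by camera, with a preset correlation of 0.01 between the genes of a list, and again with a correlation estimated from the data.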

Our LNCaP-S14 cell line, which was generated for the high-content screen that identified SMIP004, was derived by stably overexpressing the SKP2 subunit of the CRL1^SKP2^ ubiquitin ligase in human LNCaP prostate cancer cells. As a result of SKP2 overexpression, LNCaP-S14 cells exhibited marked downregulation of p27 and a reduced G1 population but behaved identically to parental LNCaP cells in terms of cellular responses to SMIP004 [16].

The SMIP004 mRNA expression signature was most similar to the signature induced by BTZ with a ~50% overlap in mRNAs changing more than 2-fold (p ≤ 0.05) (Fig. 1A) even though SMIP004 is not a proteasome inhibitor [16]. 

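Most mRNAs that changed with SMIP004 changed the same way with BTZ. Of 2738 genes changed at least 2-fold by SMIP004 (limma, unadjusted p of 0.05 or less), 721 rose and 952 fell with BTZ too, which is 1673 or 61.1%, and 31 went the opposite way. With camptothecin the shared genes numbered 951 (34.7%) with 191 opposite, and with roscovitine 229 (8.36%) with 12 opposite. Among the shared rises were PPP1R15A, which encodes the eIF2α phosphatase subunit GADD34 (log2 change 5.56 with BTZ, standard error 0.68), and BEST1 (at least 29.6-fold with BTZ). Shared falls included the tubulin gene TUBB (log2 change -4.37 with BTZ, standard error 0.53) and CDK1, which drives entry into mitosis (at least 57.7-fold lower with BTZ). The metallothionein gene MT2A, which binds metal ions, moved apart. It rose with SMIP004 (log2 change 1.94, standard error 0.537) and fell with BTZ (-2.17, standard error 0.537), and the difference of 4.10 had an adjusted p of 0.000554 in limma. Its rise with SMIP004 no longer passed without DMSO sample 1 or either SMIP004 sample (limma, adjusted p between 0.0552 and 0.0894). Across genes, which are not independent replicates, Spearman's rho between the log2 changes was 0.70 with BTZ, 0.354 with camptothecin and 0.344 with roscovitine. Complete linkage on 1 minus rho joined SMIP004 with BTZ at 0.300 and camptothecin with roscovitine at 0.377, and both pairs at 0.656. Chance alone would share 510.8 genes with BTZ, 467.8 with camptothecin and 80.43 with roscovitine. All compounds were compared with the same DMSO samples. In 100 simulations of unchanged groups that share these samples, 6.84 genes were shared on average and rho was 0.468, while the covariance of the log2 changes was 0.0284, against 0.947 between SMIP004 and BTZ, 0.497 with camptothecin and 0.229 with roscovitine. With a separate DMSO sample as the control of each compound, 59.7% or 58.1% of the SMIP004 genes were shared with BTZ, depending on which sample served which compound. When BTZ was compared with camptothecin and roscovitine on its own slide, 42.6% were shared and rho was 0.477. This reference removes the slide difference but also what these compounds have in common with BTZ, so it does not measure the effect of the shared DMSO samples. Roscovitine sample 1 had a rho with SMIP004 of 0.127 to 0.129 and sample 2 of 0.385 to 0.389.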

Network and pathway analyses revealed a general upregulation of stress and apoptotic pathways, including those involved in stress kinase, oxidative stress, death receptor and p53 signaling, and the ubiquitin-proteasome system (Fig. 1B, C). In addition, pathways involved in protein processing in the endoplasmic reticulum (ER) were strongly induced (Fig. 1B). This also included components of the ER stress-induced unfolded protein response (UPR) [17] such as *IRE1*, *ATF6*, and *XBP1*, and their transcriptional downstream targets (Fig. 1D). These findings suggested that SMIP004, like BTZ [18], acted as an UPR inducer.

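Single genes of these pathways rose strongly with SMIP004, and each list held falling genes beside a larger number of rising ones. Over all 8783 genes tested, 2523 rose and 2622 fell. Of 28 measured genes of apoptosis and death receptors, 10 rose, 4 fell and 14 did not pass (10 and 4 adjusted over the list alone). TNFRSF12A, the receptor of the cytokine TWEAK, rose by a log2 change of 2.53 (standard error 0.122), TNFRSF21, a death receptor, by 2.06 (0.475), and CASP4, an inflammatory caspase, by 2.12 (0.161). BIRC2, an inhibitor of apoptosis, rose as well (2.16, standard error 0.141). Of 29 genes of JNK and p38 signaling and AP-1, 10 rose and 5 fell (8 and 5 adjusted over the list alone). The AP-1 gene JUN rose (1.80, standard error 0.366) and MAP2K6, a kinase that activates p38, was at least 1.65-fold lower. Of 33 p53 targets, 11 rose and 2 fell (11 and 2 adjusted over the list alone), with the growth arrest gene GADD45A at 2.68 (standard error 0.63). None of these 3 lists passed as a whole (camera of limma, adjusted p = 0.352, 0.305 and 0.117), and p53 targets passed without the roscovitine samples (camera of limma, adjusted p = 0.0212, and adjusted p = 0.297 with an estimated correlation). For oxidative stress, 16 of 30 NRF2 targets rose and 5 fell (16 and 5 adjusted over the list alone; camera, adjusted p = 0.0403, and adjusted p = 0.437 with an estimated correlation). AKR1C2, which encodes an aldo-keto reductase, was at least 13.6-fold higher. Of 35 genes listed for the 26S proteasome, 16 rose and 4 fell (16 and 4 adjusted over the list alone), with a median log2 change of 0.314 (camera, adjusted p = 0.0403, and adjusted p = 0.16 with an estimated correlation). In this list PSMD9, an assembly chaperone and not a subunit (1.38, standard error 0.197), and the regulatory subunit PSMD12 (1.24, standard error 0.147) rose. The core subunit PSMA2 fell (-1.29, standard error 0.225). The proteasome list no longer passed when arrays were scaled to 1 median (camera of limma, adjusted p = 0.0666), without DMSO sample 2 (adjusted p = 0.0564) or without SMIP004 sample 1 (adjusted p = 0.0703).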

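Genes for each step of the secretory pathway, from entry into the ER to transport to the Golgi, rose with SMIP004. Of 28 ER chaperones and folding enzymes, 26 rose and none fell (26 adjusted over the list alone), with a median rise of 2.75-fold. DNAJC3, a cochaperone that inhibits PERK, rose by a log2 change of 3.41 (standard error 0.341), and DNAJB11, a cochaperone of BIP, by 2.39 (0.198). Of 34 genes of ER translocation and N-glycosylation, 27 rose and 1 fell (27 and 1 adjusted over the list alone). Examples are SRPRA, the receptor for the signal recognition particle (3.01, standard error 0.19), SRP54, a subunit of that particle (2.11, 0.137), and GFPT1, which makes sugar precursors for glycosylation (2.96, 0.124). Of 46 genes of ER to Golgi vesicle transport, 36 rose and 3 fell (38 and 3 adjusted over the list alone), among them the COPII coat gene SEC24D (2.99, standard error 0.144) and the SNARE genes BET1 (2.45, 0.124) and STX5 (2.33, 0.156). Of 24 genes of ER-associated degradation, which removes misfolded proteins, 15 rose and 2 fell (17 and 2 adjusted over the list alone). ERLEC1 rose by 2.55 (standard error 0.121), SEL1L was at least 3.10-fold higher and OS9 at least 3.81-fold higher. In camera the lists had adjusted p of 2.39e-09 for chaperones, 8.19e-07 for translocation and glycosylation, 1.24e-09 for vesicle transport and 0.000531 for degradation. With an estimated correlation, vesicle transport passed (adjusted p = 0.0168 with an estimated correlation), and the values for chaperones, degradation and translocation were adjusted p = 0.0655, 0.0655 and 0.123 with an estimated correlation. In the model without the roscovitine samples, chosen after the data had been seen, these became 0.0204, 0.0459 and 0.0263 (camera, adjusted p).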

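Of the UPR genes drawn in Fig. 1D, 34 were measured, 31 rose and none fell with SMIP004 (33 adjusted over the list alone), with a median log2 change of 1.32, or 1.31 with genes not detected in 1 group at their bound. ATF6, the sensor that is cleaved under ER stress, rose from a log2 level of 9.96 ± 0.0502 to 11.92 ± 0.0996 (SD, n = 2 samples each), a log2 change of 1.96 (standard error 0.156, limma, adjusted p = 3.57e-05). XBP1, the transcription factor gene spliced by IRE1, rose by 1.63 (standard error 0.149). The IRE1 gene itself was not analysed here, since no probe could be assigned to it by name. Among their targets, HSPA5, which encodes the chaperone BIP, rose 7.28-fold (log2 change 2.86, standard error 0.181), the cochaperone gene DNAJB9 15.1-fold (3.92, 0.16) and HSP90B1, which encodes GRP94, 2.75-fold (1.46, 0.145). EDEM2 (2.21, 0.264) and SYVN1, the ubiquitin ligase HRD1 (1.99, 0.169), act in ER-associated degradation. Downstream of PERK, DDIT3, which encodes CHOP, rose 54.6-fold (5.77, standard error 0.662, limma, adjusted p = 0.000199), PPP1R15A 14.8-fold (3.89, 0.68) and TRIB3, a CHOP target, 6.25-fold (2.64, 0.118). ATF4 mRNA rose 1.98-fold (0.99, 0.12). Of 35 targets of ATF4 and CHOP, 31 rose and none fell (31 adjusted over the list alone), including ATF3 (4.43, 0.532) and the stress sensor gene SESN2 (at least 5.97-fold). Camera gave adjusted p = 1.24e-09 for both lists, and adjusted p = 0.0168 with an estimated correlation for both. The genes of Fig. 1D were chosen by the study on these arrays, so their count is not independent evidence of a rise. ATXN3 (0.73, standard error 0.674), EDEM3 (0.52, 0.209) and UFD1 (0.43, 0.167) did not pass, with limma adjusted p of 0.384, 0.0617 and 0.057. Without the roscovitine samples all 3 passed (limma, adjusted p = 9.32e-05 for ATXN3, 0.00785 for EDEM3 and 0.00267 for UFD1).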

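BTZ raised UPR genes as well. Of 34 measured genes of Fig. 1D, 22 rose and 3 fell with BTZ (22 and 3 adjusted over the list alone). The study drew these genes for their change with SMIP004, and both compounds share the DMSO samples. The BTZ count and list test are therefore not independent evidence either, and a comparison of counts on this list favors SMIP004. HSPA5 rose by a log2 change of 2.92 with BTZ (standard error 0.181), and the difference of SMIP004 minus BTZ was -0.06 (standard error 0.181, limma, adjusted p = 0.828). DDIT3 rose by 5.12 with BTZ (0.662), with a difference of 0.66 (standard error 0.662, limma, adjusted p = 0.443). With BTZ, 17 of 28 ER chaperones rose and 4 fell, 31 of 46 genes of ER to Golgi transport rose and 5 fell, 10 of 24 genes of ER-associated degradation rose and 4 fell, and 17 of 35 targets of ATF4 and CHOP rose and 4 fell (the same counts adjusted over each list alone). In camera the adjusted p with BTZ were 0.000133 for the UPR list, 0.0114 for chaperones, 0.000273 for ER to Golgi transport and 0.0143 for ATF4 and CHOP targets, and adjusted p = 0.0619, 0.468, 0.0438 and 0.217 with an estimated correlation. The list of ER-associated degradation did not pass with BTZ (camera, adjusted p = 0.0663). Both compounds also differed. Genes of ER translocation and N-glycosylation went both ways with BTZ (8 of 34 rose and 12 fell), and 28 of 34 were higher and 1 lower with SMIP004 than with BTZ (camera, adjusted p = 3.09e-08, and adjusted p = 0.141 with an estimated correlation). Proteasome genes rose more with BTZ. There 30 of 35 rose and 1 fell, PSMC4 by 2.70 (standard error 0.206) and PSMD12 by 2.67 (0.147), and 27 of 35 were lower with SMIP004 than with BTZ and 3 higher (camera, adjusted p = 1.04e-06, and adjusted p = 0.0294 with an estimated correlation). Of 21 cytosolic heat shock genes, 19 rose with BTZ and 1 fell, including the small heat shock protein gene CRYAB (at least 100-fold) and the cochaperone gene BAG3 (4.15, standard error 0.218). Of these 21, 19 were lower with SMIP004 than with BTZ and none was higher (camera, adjusted p = 2.47e-11, and adjusted p = 0.0196 with an estimated correlation). The direct comparison of SMIP004 with BTZ was added after the data had been seen and lies across slides. From the rise of ER protein processing genes, UPR components and their targets, the paper proposes that SMIP004 acts as a UPR inducer like BTZ.

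**Figure D1:**
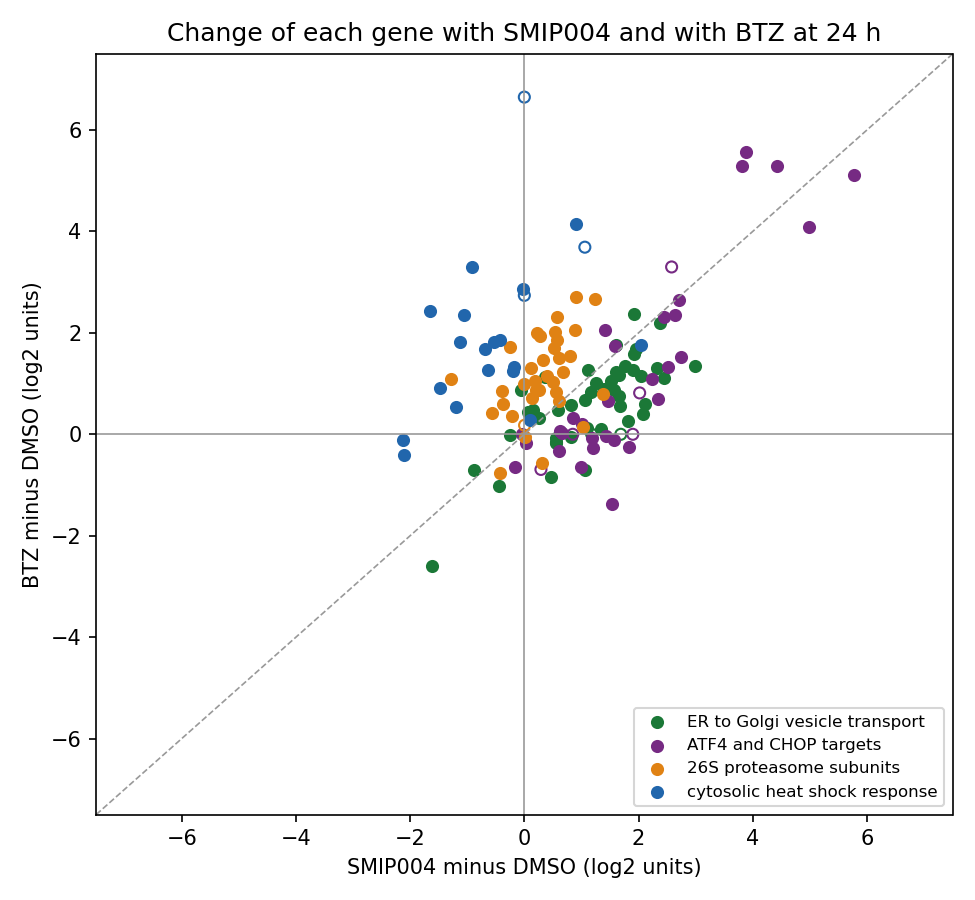
Log2 change of each gene with SMIP004 (horizontal) and with BTZ (vertical) against DMSO at 24 h, for 4 lists; each point is 1 gene from 2 samples per group, and the dashed line marks equal change. Open circles are genes not detected in at least 1 of the groups, drawn at their bound. Of 21 heat shock genes 20 lie above the dashed line, as do 30 of 35 proteasome genes, and 36 of 46 vesicle transport genes and 28 of 35 ATF4 and CHOP targets lie below it.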

**Figure 1:**
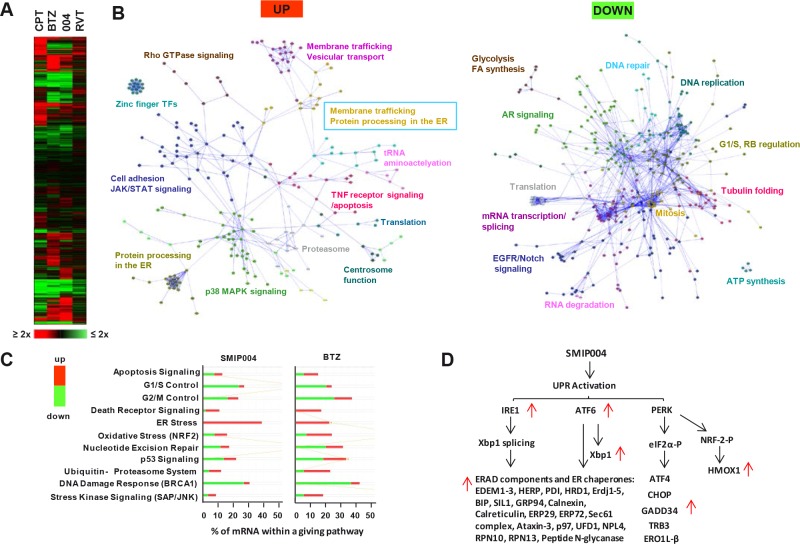
Effect of SMIP004 on global gene expression in LNCaP-S14 cells (A) LNCaP-S14 cells were treated with DMSO, SMIP004 (40 μM) or bortezomib (BTZ, 50 nM), camptothecin (CPT, 500 nM) or roscovitine (RVT, 20 μM) for 24 h. Total RNA was extracted and analyzed by expression microarray. Results are displayed as a clustered “heat map”. Upregulated transcripts are shown in red and downregulated transcripts in green. (B) Individual lists of SMIP004-induced and SMIP004-repressed mRNAs (±2-fold, p ≤ 0.05, derived from Supplementary Data File 3) were loaded into Cytoscape and used to build Reactome networks. The networks were clustered into modules, and pathways enriched in the modules (FDR ≤ 0.01) are indicated. Annotations highlighted by colored boxes refer to pathways represented by two different colors, those represented by the box frame and the font color. (C) Select IPA pathways that were enriched in the expression datasets. The x-axis indicates the percentage of mRNAs within a given pathway that are altered in response to SMIP004. (D) Transcripts affected by SMIP004 as a result of activation of the three arms of the UPR.

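Genes of growth and of cell division fell with SMIP004, and genes of aminoacylation rose. Of 44 genes of DNA replication, 34 fell and none rose (35 fell adjusted over the list alone), with a median log2 change of -1.95. The helicase subunit gene MCM2 changed by -3.47 (standard error 0.594), GINS2, a helicase cofactor, by -3.37 (0.639), and MCM10, which starts replication, by -3.33 (0.8). Of 41 mitosis genes, 18 fell and none rose (18 adjusted over the list alone), with SPC25, a kinetochore gene, at least 2.79-fold lower. Of 39 DNA repair genes, 13 fell and 9 rose (13 and 9 adjusted over the list alone), and the recombination gene XRCC3 changed by -2.36 (0.276, detected on 2 of 4 SMIP004 arrays). Of 21 glycolysis genes 18 fell and none rose (19 fell adjusted over the list alone), as PFKP (-3.15, standard error 0.506) and LDHA (-1.64, 0.224). Of 20 genes of fatty acid synthesis 12 fell and 1 rose (12 and 1 adjusted over the list alone), as FASN, the fatty acid synthase (-2.17, 0.16). Ribosomal and spliceosome genes fell too. Of 69 ribosomal protein genes 38 fell and 4 rose (38 and 4 adjusted over the list alone), with a median of -0.361, and RPL23A changed by -2.13 (0.124). Of 46 spliceosome genes 23 fell and 3 rose (23 and 3 adjusted over the list alone), among them LSM2 (-1.98, 0.149). Of 63 nuclear genes of the respiratory chain and ATP synthase, 33 fell and 3 rose (33 and 3 adjusted over the list alone), with UQCRH of complex III at -1.66 (0.124). Among 28 genes of tubulins and tubulin folding 13 fell and 4 rose (13 and 4 adjusted over the list alone), TUBB by a log2 change of -3.58 (0.53). On the rising side, 13 of 18 cytosolic aminoacyl-tRNA synthetases rose and 1 fell (13 and 1 adjusted over the list alone), as WARS1 (2.73, 0.112) and SARS1 (2.11, 0.335). Of 239 ZNF zinc finger genes 85 rose and 51 fell (84 and 51 adjusted over the list alone), with ZNF213 at 3.12 (0.262). Camera gave adjusted p of 8.78e-06 for replication, 0.000195 for mitosis, 4.56e-05 for glycolysis, 0.00266 for fatty acid synthesis, 4.56e-05 for ribosomal proteins, 0.0017 for the spliceosome, 0.00018 for the respiratory chain and 0.000726 for the synthetases. None of these 8 passed with an estimated correlation, where the adjusted p were 0.604, 0.654, 0.24, 0.437, 0.147, 0.205, 0.0554 and 0.0655 in the same order. The model without the roscovitine samples was chosen after the data had been seen. There replication (camera with an estimated correlation, adjusted p = 0.0204), mitosis (0.0266), glycolysis (0.0339) and the respiratory chain (0.0459) passed. Synthetases (0.0562), ribosomal proteins (0.111), fatty acid synthesis (0.123) and the spliceosome (0.123) did not. DNA repair (adjusted p = 0.412), tubulins (0.0969) and zinc finger genes (0.159) did not pass in limma's camera, and tubulins passed without the roscovitine samples (adjusted p = 0.0472, and adjusted p = 0.133 with an estimated correlation).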

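By the share of their genes changed at least 2-fold (limma, unadjusted p of 0.05 or less), DNA replication genes and targets of ATF4 and CHOP were the most altered by SMIP004 among the lists set here for the themes of Fig. 1C. Over all genes tested, the share was 31.2% with SMIP004 and 37.3% with BTZ. SMIP004 altered 75% of 44 DNA replication genes and 51.2% of 41 mitosis genes, which stand here for the G1/S and G2/M transitions, and BTZ altered 81.8% and 90.2%. For ER stress the shares with SMIP004 were 67.9% of ER chaperones and folding enzymes, 74.3% of ATF4 and CHOP targets and 41.7% of genes of ER-associated degradation, and with BTZ 35.7%, 45.7% and 33.3%. DNA repair genes were altered in 38.5% with SMIP004 and 64.1% with BTZ, and p53 targets in 36.4% and 54.5%. Apoptosis and death receptor genes came to 39.3% with SMIP004 and 42.9% with BTZ, NRF2 targets to 46.7% and 43.3%, and JNK and p38 genes to 37.9% and 41.4%. With SMIP004 the shares for DNA repair, p53, apoptosis and JNK and p38 genes were not far above that of all genes. With BTZ the shares for ER chaperones and ER-associated degradation were below that of all genes. The largest gap between both compounds in this set lay in the proteasome, with 11.4% of 35 listed genes altered by SMIP004 and 54.3% by BTZ. These lists hold other members than the IPA pathways, whose members were not used here.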

SMIP004 caused rapid dose-dependent activation of all three arms of the UPR as indicated by phosphorylation of eIF2α (3 h) and upregulation of CHOP (6 h), IRE1 (9 h), and BIP (12 h) (Fig. 2A, B). α (3 h) and upregulation of CHOP (6 h), IRE1 (9 h), and BIP (12 h) (Fig. 2A, B). Splicing of transcription factor *XBP1* mRNA was induced at SMIP004 concentrations as low as 1 μM and as rapidly as 15 min after treatment (Fig. 2C, D). UPR induction was also observed in other prostate cancer cell lines, but not in normal human fibroblasts which do not die in response to SMIP004 (Fig. S1; [16]).

**Figure 2:**
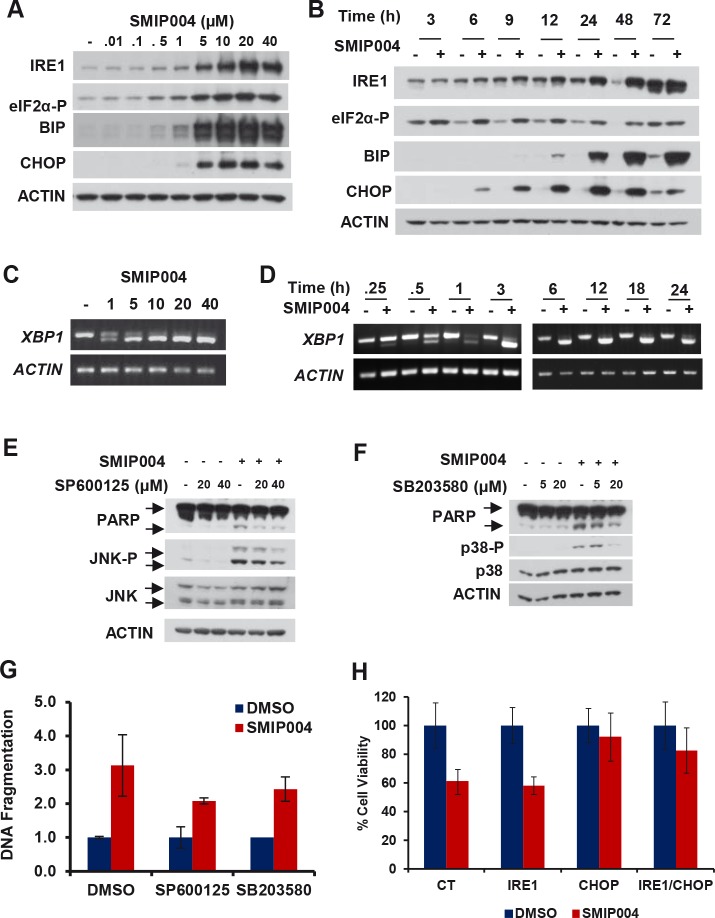
Effect of SMIP004 on the unfolded protein response (UPR) (A) Lysate from LNCaP-S14 cells treated with increasing concentrations of SMIP004 for 24 h were analyzed for UPR markers by immunoblotting. (B) Kinetics of UPR induction by 40 μM SMIP004. (C) XBP1 splicing was analyzed by RT-PCR with total RNA from LNCaP-S14 cells treated with increasing concentrations of SMIP004 for 24 h. (D) Kinetics of XBP1 splicing in response to 40 μM SMIP004. (E) Cells were treated with increasing concentrations of SMIP004 for 24 h in the presence of increasing concentrations of SP600125. JNK phosphorylation and PARP cleavage were analyzed by immunoblotting. (F) Cells were treated with increasing concentrations of SMIP004 for 24 h in the presence of increasing concentrations of SB203580. p38 phosphorylation and PARP cleavage were analyzed by immunoblotting. (G) DNA fragmentation was measured in extracts from cells treated with SP600125 (40 μM) or SB203580 (40 μM) and SMIP004 (40 μM) for 24 h. The graph represents the DNA fragmentation enrichment factor ± standard deviations (normalized to DMSO treatment) of three replicates. (H) Proliferation of cells transfected with specific siRNA for IRE1 and CHOP and treated with SMIP004 (10 μM) for 48 h was measured by MTT assay. The graph represents the mean ± standard deviations of four replicates.

Prolonged ER stress can trigger two major pro-apoptotic pathways [19, 20]. Activated IRE1 promotes a cascade of phosphorylation events that culminates in the activation of JUN amino-terminal kinase (JNK) and p38 mitogen-activated protein kinase the sustained activation of which leads to cell death [21, 22]. Secondly, CHOP transcriptionally induces various pro-apoptotic factors [20]. We found that SMIP004 induced JNK and p38 activity (Fig. 2E, F), whereas chemical inhibitors of these kinases partially antagonized SMIP004-induced apoptosis (Fig. 2E - G). In addition, siRNA-mediated knockdown of IRE1 and CHOP rescued cell death induced by SMIP004 (Fig. 2H, see Fig. S1B for knockdown efficiencies). Thus, UPR signaling is the primary trigger of SMIP004-induced cancer cell apoptosis.

### SMIP004 Induces Destruction of Cyclin D1 via the Ubiquitin-Proteasome Pathway

Before inducing apoptosis, SMIP004 arrests cell-cycle progression in G1 phase [16], but the mechanism of this arrest remained unidentified. Several ER stress-induced pathways have been implicated in G1 arrest, including those involving CHOP-dependent transcription [23], p27 accumulation through suppression of SKP2-mediated ubiquitylation [24], and inhibition of cyclin D1 mRNA translation via PERK-mediated phosphorylation of eIF2α [25, 26]. Downregulation of CHOP or p27 did not affect SMIP004-induced G1 arrest thus ruling out these pathways ([16] and data not shown). 

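In the arrays at 24 h, genes that drive the passage from G1 into S phase fell with SMIP004. CCND1, which encodes cyclin D1, was 3.4-fold lower than with DMSO (log2 change -1.76, standard error 0.115, limma, adjusted p = 1.50e-05), at 11.33 ± 0.0138 against 13.10 ± 0.0104 (log2 level, SD, n = 2). CDK4, its kinase partner, was 2.75-fold lower (-1.46, standard error 0.133). The transcription factor genes E2F2 (-2.89, standard error 0.846) and E2F3 (-1.95, 0.163) and their partner TFDP1 (-2.04, 0.193) fell. E2F2 no longer passed when either DMSO or either SMIP004 sample was left out (limma, adjusted p between 0.0728 and 0.0768). Of 14 measured genes of the network in Fig. 3A, 13 fell and none rose (13 adjusted over the list alone), with a median 3.63-fold lower. The study chose these genes on the same arrays, so the count is not independent evidence (camera, adjusted p = 4.56e-05, and adjusted p = 0.205 with an estimated correlation). Without the roscovitine samples, chosen after the data had been seen, the latter value was 0.0263 (camera, adjusted p). CCNE1, which encodes cyclin E1, changed by -2.45 (standard error 0.466) and CDK2 by -2.76 (0.487), with another CDK2 probe at -0.85. CDC25A, a phosphatase that activates CDK2, had a log2 change of -1.29 (standard error 0.72, limma, adjusted p = 0.155), which passed without the roscovitine samples (limma, adjusted p = 5.18e-07). SKP2, which the cell line overexpresses, fell by 0.88 on the log2 scale (standard error 0.24), with other probes at -2.60 and -1.29. It no longer passed without either DMSO or either SMIP004 sample (limma, adjusted p between 0.0538 and 0.0697). Of 5 CDK inhibitor genes 3 rose and 2 fell (3 and 2 adjusted over the list alone; camera of limma, adjusted p = 0.547). CDKN1B, which encodes p27, rose by 0.94 (0.207), and CDKN1A, which encodes p21, by 2.41 (0.509), although a second CDKN1A probe read 0.26 and the mean of both did not pass (limma, adjusted p = 0.144).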

The transcriptomic analysis revealed marked downregulation of the RB tumor suppressor pathway (Fig. 1B) with major players such as cyclin D1, CDK4, and E2F mRNAs strongly suppressed (Fig. 3A). Consistently, cyclin D1/CDK4-mediated phosphorylation of RB on serine 780 was diminished in a dose-dependent manner beginning at 2 h after compound administration (Fig. 3B). This effect was closely paralleled by the rapid (~ 1h) downregulation and nuclear depletion of cyclin D1 protein (Fig. S2), whereas CDK4 levels only declined at later times (Fig. 3B). However, the inhibition of eIF2α phosphorylation by siRNA-mediated knockdown of PERK did not prevent SMIP004-mediated cyclin D1 downregulation (Fig. 3C), thereby implicating a mechanism that is distinct from those previously described [25-27].

**Figure 3:**
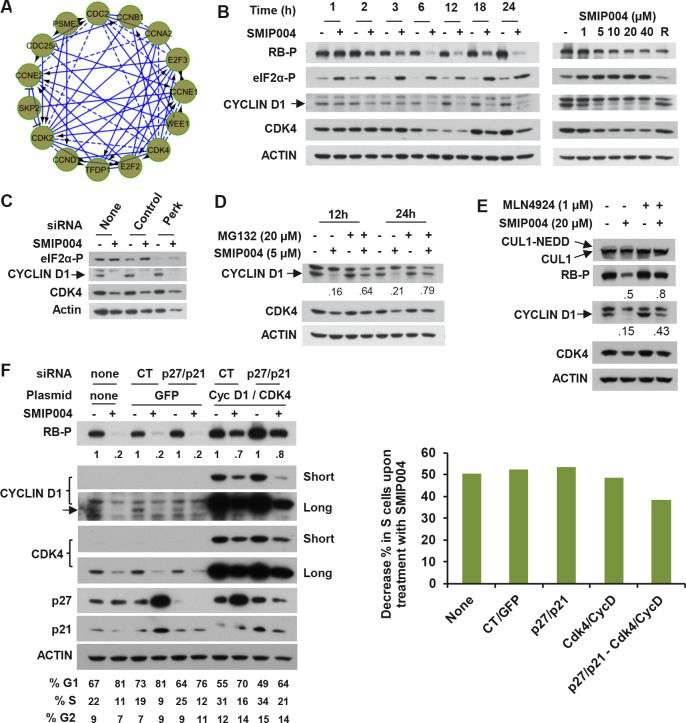
Effect of SMIP004 on cell cycle pathways (A) RB subnetwork components downregulated by SMIP004 as revealed by Reactome network analysis (B) Kinetics and dose response of SMIP004 effects on RB pathway components as revealed by immunoblotting. LNCaP-S14 cells were treated with 40 μM SMIP004 for the indicated times (left panel) or were treated for 24 h with the indicated doses of the compound (right panel). (C) LNCaP-S14 cells were transfected with siRNA for PERK, followed by treatment with DMSO or SMIP004 (40 μM). The levels of cyclin D1, CDK4 and eIF2α-P were determined by immunoblotting. (D) Cells were pre-incubated with MG132 for 1h followed by treatment with SMIP004 for the indicated times. Cyclin D1 and CDK4 levels were analyzed by immunoblotting. (E) Cells were pre-treated with the neddylation inhibitor MLN4924 (1 μM) for 1h followed by treatment with SMIP004 (20 μM) for 6h. Levels of cyclin D1, CDK4, RB-P and cullin 1 (neddylated and unneddylated forms) were evaluated by immunoblotting. (F) LNCaP-S14 cells were transfected with p27 and p21 siRNAs for 24 h followed by transient transfection with cyclin D1 and CDK4 expression plasmids for another 24 h. Cells were then incubated for an additional 24 h in the presence or absence of SMIP004 (40 μM). Cells were collected for flow cytometry and immunoblotting analysis. Quantifications of phospho-RB levels are relative to the loading control actin. Short and long exposures are shown for cyclin D1 and CDK4 blots. The right panel shows the effects of the various genes on SMIP004-induced decrease in the S phase population.

Indeed, rapid cyclin D1 downregulation involved proteasomal degradation because it was efficiently antagonized by the proteasome inhibitor MG132 (Fig. 3D). In addition, consistent with the pervasive role of cullin-RING ubiquitin ligases (CRLs) [28] in cyclin D1 ubiquitylation, the NEDD8 E1 enzyme inhibitor MLN4924, which inactivate CRLs [29], substantially reversed SMIP004-mediated downregulation of cyclin D1 levels and RB phosphorylation (Fig. 3E). Knockdown of individual CRL substrate receptors implicated in cyclin D1 ubiquitylation (SKP2, FBXW8, FBXO31) did not rescue cyclin D1 degradation (data not shown), suggesting that SMIP004 can direct cyclin D1 degradation through multiple redundant pathways.

In an effort to determine whether the rapid inactivation of the RB pathway is required for SMIP004-induced cell cycle arrest, we sought to overcome the arrest by overexpressing cyclin D1 and CDK4. Overexpression of both cyclin D1 and CDK4 in untreated cells reduced the fraction of cells in G1 and increased the S phase fraction, indicating that their overexpression promoted G1-S progression (Fig. 3F). This combination also substantially rescued the inhibition of RB phosphorylation resulting from treatment of cells with SMIP004. Nevertheless, cell cycle arrest was not overcome by cyclin D1 and CDK4 overexpression even though the proteins were restored to levels considerably higher than those found in untreated cells (Fig. 3F). Apparently, in addition to cyclin D1/CDK4 downregulation, SMIP004 inhibits cell cycle progression through other mechanisms. We had previously shown that SMIP004 upregulates the CDK inhibitors p21 and p27, which might restrain the CDK activity required for cell-cycle progression downstream of RB [16]. Indeed, knockdown of p21 and p27 in cells overexpressing cyclin D1 and CDK4 partially prevented SMIP004-induced downregulation of the S phase population, suggesting that SMIP004 robustly impacts cell cycle progression at multiple levels.

### SMIP004 Induces UPR-independent Transcriptional Downregulation of the AR

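In the arrays, genes that mark prostate epithelium were lower with SMIP004 after 24 h, and so was the cochaperone gene FKBP5. KLK2 and KLK3, kallikrein proteases of the prostate and the latter known as PSA, were detected in both DMSO samples and on 0 of 4 SMIP004 arrays, which makes them at least 2.65-fold and at least 1.61-fold lower (limma, adjusted p = 0.000745 and 0.0226). KLK3 no longer passed when either DMSO or either SMIP004 sample was left out (limma, adjusted p between 0.0542 and 0.118). HOXB13, a homeobox gene of the prostate, was 11.4-fold lower (log2 change -3.51, standard error 0.156), and SPDEF, an epithelial transcription factor, 9.24-fold lower (-3.21, 0.369). TMPRSS2, a membrane protease gene, was 17.3-fold lower (-4.11, standard error 0.135), KLK4 16.6-fold lower (-4.06, 0.354) and FKBP5 9.5-fold lower (-3.25, 0.633). The log2 difference of SMIP004 minus BTZ was -0.22 for SPDEF, -0.45 for HOXB13, -0.99 for KLK4, -1.27 for TMPRSS2 and -1.50 for FKBP5. Each is smaller than the fall with SMIP004, so the fitted BTZ levels of these genes also lay below DMSO. The comparison with BTZ lies across slides and was added after the data had been seen.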

The transcriptomic profile also indicated a suppression of AR signaling by SMIP004 (Fig. 1B) with several major AR target genes being strongly downregulated (e.g. KLK2, KLK3/PSA, HOXB13, NKX3-1; Fig. 4A). Due to the seminal importance of AR signaling in prostate cancer which is maintained even after it has progressed to the castration resistant state [30], we sought a deeper understanding of the antiandrogenic activity of SMIP004. The compound induced downregulation of the AR protein in a manner that closely paralleled UPR induction in terms of timing and dose dependence as determined by BIP accumulation (Fig. 4B). SMIP004-induced AR downregulation was functionally consequential because it drastically suppressed the secretion of PSA (Fig. 4C).

**Figure 4:**
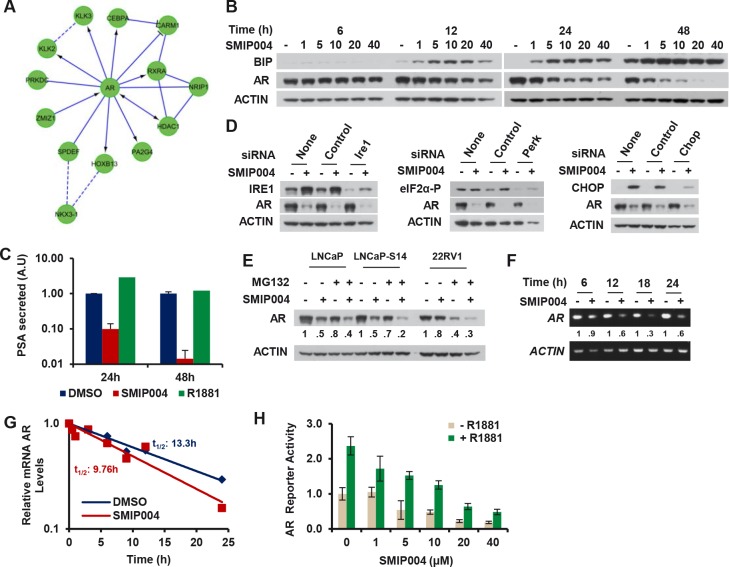
Effect of SMIP004 on androgen receptor levels (A) AR subnetwork components downregulated by SMIP004 as revealed by Reactome network analysis. (B) LNCaP-S14 cells were treated with increasing concentrations of SMIP004 (1 μM to 40 μM) and total cell extracts analyzed for BIP and AR by immunoblotting. (C) PSA secretion was measured in media from cells treated with SMIP004 (40 μM) and R1881 (0.2 nM) for the indicate times. (D) Cells were transfected with specific siRNA for IRE1, PERK and CHOP, and AR levels were analyzed by immunoblotting. (E) Parental LNCaP, LNCaP-S14 and 22RV1 cells were treated with the proteasome inhibitor MG132 (20 μM) and SMIP004 (40 μM) for 24 h. AR levels were evaluated by immunoblotting. (F) AR mRNA expression was evaluated by RT-PCR of total RNA isolated from cells treated with SMIP004 (40 μM) during the indicate time as described in Methods. (G) Quantitative real-time PCR was used to measure the stability of AR mRNA with and without SMIP004 (40 μM) in an actinomycin D chase experiment as described in Methods. (H) LNCaP-S14 cells were transfected with plasmids for AR-Luc and β-gal, followed by addition of increasing concentrations of SMIP004 for 24 h in the presence or absence of R1881 (0.2 nM). Luciferase activity was normalized to β-gal activity. The graph represents the mean ± standard deviations of three replicates.

UPR signaling induced by the SERCA inhibitor thapsigargin was previously shown to inhibit the synthesis of the AR protein, possible due to inhibitory phosphorylation of eIF2α [31]. However, siRNA-mediated knockdown of PERK, IRE1, or CHOP did not impair SMIP004-mediated AR downregulation (Fig. 4D), suggesting that it occurs in a UPR-independent manner. Induced proteolysis via ubiquitin-proteasome system is a major mode of AR downregulation by HSP90 inhibitors [32, 33] and AhR agonists [34]. In contrast, SMIP004-induced AR downregulation was not abrogated by the proteasome inhibitor MG132 either in LNCaP-S14 or parental LNCaP cells or in another AR positive prostate cancer cell line, 22RV1 (Fig. 4E). Instead, RT-PCR analysis indicated that SMIP004 downregulated AR mRNA (Fig. 4F). Since AR mRNA stability was only modestly affected by SMIP004 (t_1/2_ = 9.76 h; Fig. 4G) versus DMSO (t_1/2_ = 13.3 h), we performed reporter gene assays to determine the impact of SMIP004 on AR promoter activity. AR promoter activity was repressed by SMIP004 in a dose-dependent manner (Fig. 4H). AR agonist-induced activity was likewise suppressed (Fig. 4H). In summary, these data suggest that SMIP004 abrogates AR signaling primarily through UPR-independent transcriptional downregulation of AR expression.

### SMIP004 Induces Mitochondrial Disruption and Oxidative Stress

To gain insight into proximal mechanisms determining the pleiotropic cellular activities of SMIP004, we performed a SILAC experiment [35] to obtain a quantitative proteomic profile of the response of prostate cancer cells to short-term exposure to SMIP004 (3h). Whereas the vast majority of the ~4500 proteins measured retained a log2 ratio very close to 0 in SMIP004 treated versus untreated cells (Fig. 5A, Supplementary Data File 1), SMIP004 induced the upregulation of 580 proteins and the downregulation of 168 proteins (1.2-fold, p ≤ 0.05). Network analysis revealed induction of biosynthetic pathways by SMIP004, which included mRNA splicing, export and translation, protein processing in the endoplasmic reticulum (ER), and vesicular transport (Fig. 5B, Fig. S3A). SMIP004 also upregulated 110 proteins belonging to the Gene Ontology terms Mitochondrial Matrix and Mitochondrial Membrane. Of these, 36 are directly involved in oxidative phosphorylation, including members of the electron transport chain (ETC), ATP synthase, and several mitochondrial carriers of the SLC25 family (Fig. 5A, C).

**Figure 5:**
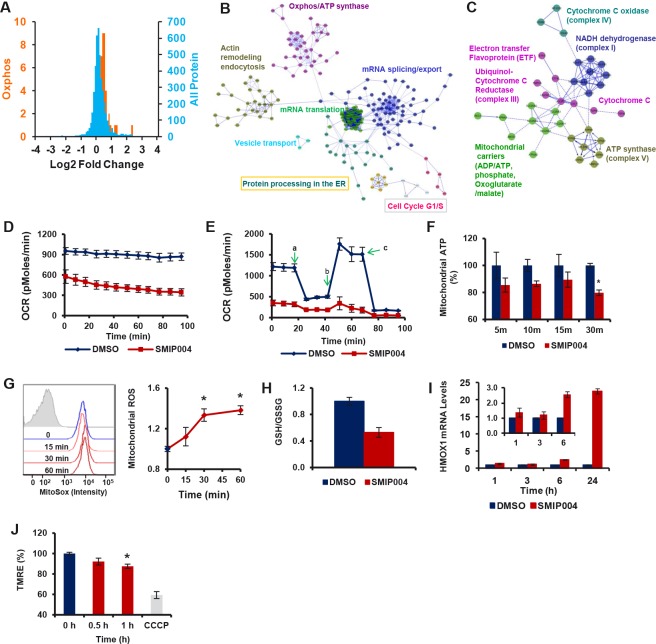
Effect of SMIP004 on protein expression and metabolism (A) The blue curve shows relative ratios of all 4421 proteins quantified by SILAC in cells treated with 40 μM SMIP004 for 3 h. 92.4% of all proteins showed a log2 ratio of ~0. The orange curve shows the ratios of 36 proteins involved in oxidative phosphorylation (Oxphos), which are significantly higher than 0. The same 36 proteins are shown in (C). (B) Reactome network built from proteins significantly upregulated by SMIP004. The network was clustered into modules, and pathways enriched in the modules (FDR ≤ 0.01) are indicated. Annotations highlighted by colored boxes refer to pathways represented by two different colors, i.e. those represented by the box frame and the font color. (C) Oxphos subnetwork clustered into individual complexes of the electron transport chain. (D) Basal oxygen consumption rate (OCR) in the presence or absence of SMIP004 in LNCaP-S14 cells was evaluated with the XF-24 Extracellular Flux Analyzer as described in Experimental Procedures. The graph represents average OCR ± SEM of three replicates. The measurements were begun (0 min time point) 10 minutes after adding vehicle or SMIP004 (40 μM) to the cells. (E) Mitochondrial respiration profile of LNCaP-S14 cells. Cells were pre-incubated for 2h with vehicle (DMSO) or SMIP004 (40 μM), followed by real-time analysis of cellular respiration in an XF24. Oligomycin (a) was added to inhibit ATP synthase, FCCP (b) to uncouple respiration from ATP synthesis, and rotenone (c) to inhibit complex I and mitochondrial respiration. The graph represents the mean oxygen consumption rate (OCR) ± SEM of three replicates. (F) LNCaP-S14 cells were treated with SMIP004 (40 μM) or DMSO in the presence of 2-deoxyglucose (2-DG) for the indicated time. 2-DG (10 mM) was added 30 min before SMIP004 to inhibit glycolytic ATP production. ATP levels were measured using the ApoSENSOR™ ATP Assay kit (BioVision). The graph represents the average ± SEM of eight replicates. * p-value: 0.00007. (G) Cells were treated with SMIP004 (40 μM) for 15, 30 or 60 minutes and mitochondrial superoxide was measured as described in Methods. The figure shows representative histograms of flow cytometry experiments demonstrating an increase in mean fluorescence intensity of oxidized MitoSox following SMIP004 treatment (filled grey histogram represents unstained cells). The graph represents the mean fold-induction ± SEM of nine replicates from three independent experiments. * p-value: 0.0001. (H) Cells were treated with SMIP004 (40 μM) for 6h and intracellular levels of reduced (GSH) and oxidized glutathione (GSSG) were determined as described in Methods. The graph shows the mean GSH/GSSG ratio ± standard deviations of three replicates. (I) HMOX1 mRNA levels were determined by qPCR in total RNA from cells treated with SMIP004 (40 μM) for the indicated time points. The graphs represent the means ± standard deviations of two independent experiments, each performed in duplicates. Data were normalized to DMSO. The inset shows blow-ups of the 1, 3, and 6h time points. (J) Cells were treated with SMIP004 (40 μM) for the indicated time points and mitochondrial membrane potential was measured as described in Methods. The graph represents the means ± SEM of two independent experiments, each performed in triplicates. * p-value: 0.0021. The mitochondrial uncoupler CCCP was used as positive control.

The proteomic profile suggested that SMIP004 altered mitochondrial activity, potentially increasing the flux through the respiration chain. Surprisingly, we found that SMIP004 led to a rapid and pronounced reduction in basal and maximal (uncoupled) mitochondrial oxygen consumption (Fig. 5D, E; Fig. S3B). The compound also reduced the cellular ATP derived from mitochondria, although levels rebounded after 1 – 2 h (Fig 5F, Fig. S3C).

Since ETC inhibition is a well-known mechanism of mitochondrial ROS formation [36, 37], we asked whether SMIP004 caused oxidative stress. Indeed, SMIP004 led to increased mitochondrial ROS formation beginning as early as 30 minutes (Fig. 5G, Fig. S3D). In addition, the compound caused a decrease in the ratio of reduced to oxidized glutathione (Fig 5H) and a time-dependent increase in the expression of hemeoxygenase 1 (HMOX1) mRNA (Fig 5I), a prominent target of the oxidative stress-inducible transcription factor NRF2 [38]. Finally, SMIP004 led to a mild reduction in the mitochondrial membrane potential (Fig. 5J), a finding that is consistent with the local toxicity of increased ROS production [39].

Consistent with the above results, a screen for chemical compounds able to antagonize the cytotoxic activity of SMIP004 identified the ROS scavengers butylated hydroxyanisole (BHA) and trolox, which potently rescued cells from SMIP004-induced apoptotic cell death (Fig. 6A, B, S4). BHA and trolox also abrogated all other cellular effects of SMIP004, including UPR induction (Fig. 6C), inhibition of RB phosphorylation and cyclin D1 proteolysis (Fig. 6D), and transcriptional downregulation of the AR (Fig. 6E). These findings place SMIP004-induced oxidative stress on top of a cascade that culminates in cell cycle arrest and cancer cell selective apoptosis (Fig. 6F and Discussion).

**Figure 6:**
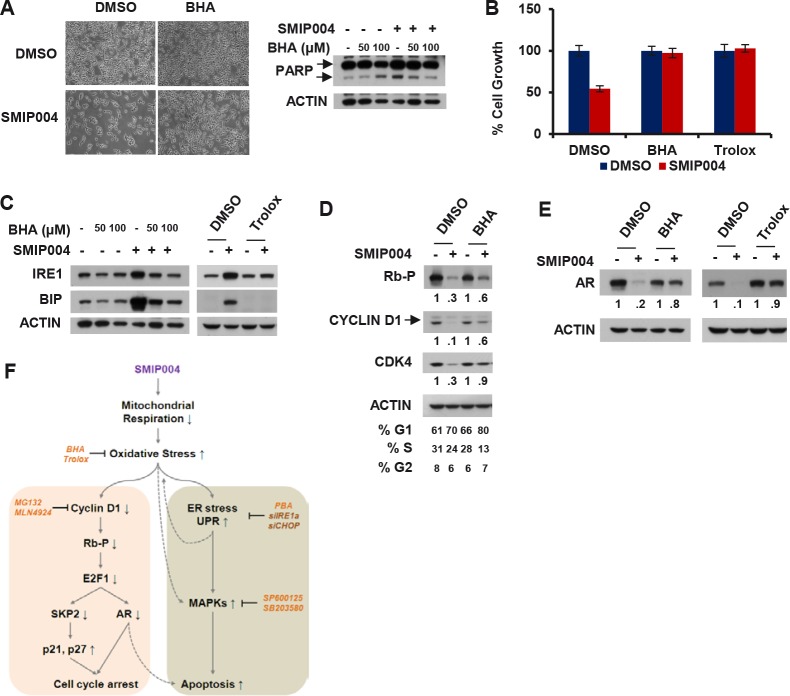
Effect of antioxidants on SMIP004-mediated cellular responses (A) LNCaP-S14 cells were treated with vehicle (DMSO) or SMIP004 (40 μM) for 24 h in the presence or absence of butylated hydroxyanisole (BHA, 100 μM). Cells were examined by phase contrast microscopy prior to cell lysate preparation for analysis of PARP cleavage. (B) Cell growth was analyzed by MTT assay in LNCaP-S14 cells treated with SMIP004 (40 μM) for 24 h in the presence or absence of BHA (100 μM) and trolox (2 mM). The graph represents the means ± standard deviations of at least two independent experiments, each performed in triplicates. (C) Total lysate from cells treated with SMIP004 for 24 h in the presence or absence of BHA or trolox was analyzed for UPR markers. (D) Effect of antioxidants on cell cycle regulators. (E) Effect of antioxidants on AR levels. (F) Diagram summarizing SMIP004 actions. Stippled lines indicate putative effects that were not experimentally addressed in the present study. BHA, butylated hydroxyanisole (antioxidant); trolox, antioxidant; MG132, proteasome inhibitor; MLN4924, Nedd8 activating enzyme inhibitor; PBA, 4-phenylbutyric acid (chemical chaperone); SP600125, JNK Inhibitor II; SB203580, p38 inhibitor.

### SMIP004 Inhibits Prostate Cancer Cell Growth in Vivo

Given its robust modulation of several cellular pathways that are highly relevant to prostate cancer such as AR signaling and the cyclin D1/CDK4/RB axis [40], we tested whether SMIP004 exhibited anti-prostate cancer activity in murine xenograft models. For these studies, we used the more potent analog SMIP004-7 (Fig. 7A). The analog evoked identical cellular pathways as the parental compound but had a twofold lower IC_50_ (620 nM, Fig. 7A). We first determined the maximally tolerated dose of SMIP004-7 (~200 mg/kg intraperitonially, i.p.; data not shown). SCID mice bearing LNCaP-S14 tumors were dosed with 50 mg/kg i.p. daily. SMIP004-7 potently suppressed tumor growth as judged by average tumor volumes (Fig. 7B). The final tumor weights were ~40% lower in SMIP004-7 treated animals (average 340 ± 70 mm^3^, 0.10 ± 0.03g, Fig. 7C) compared to those of the vehicle control group (average 570 ± 61 mm^3^, 0.17 ± 0.03 g; Fig. 7C). SMIP004-7 completely inhibited tumor growth in three of six animals (#1, 2 and 3) and greatly retarded tumor growth in the remaining three mice, while vehicle control mice showed an increase in tumor volume of at least 250 mm^3^ (Fig. 7D). Only insignificant weight loss was observed (Fig. 7E). Blood chemistry and histology of major organs (heart, lung, spleen, pancreas, gut and skeletal muscle), were largely normal at the end of the treatment period (Table S1). Occasional splenomegaly was, however, observed (data not shown). In addition, some hepatocytes of treated mice displayed increased nuclear size and multinucleation (Fig. S5A). These phenotypes resemble those of SKP2^−/−^ knockout animals [41], and the finding is therefore consistent with the known activity of SMIP004 to downregulate SKP2 [16].

**Figure 7:**
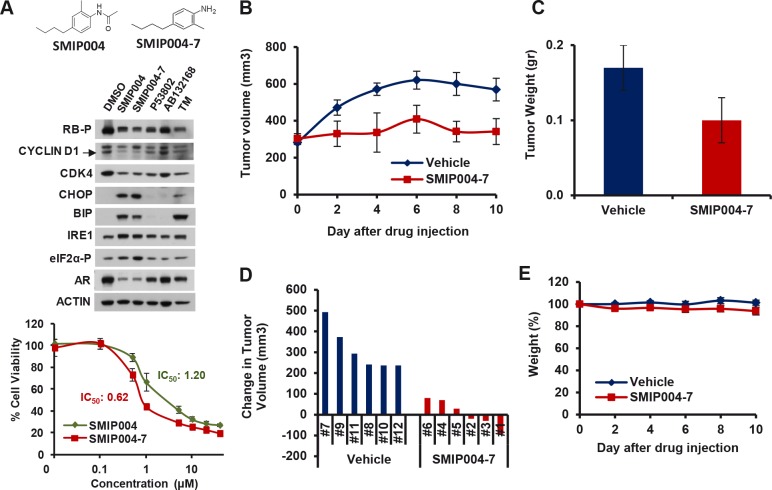
Effect of a SMIP004 analog on tumor growth in vivo (A) The chemical structures of parent compound SMIP004 and its analog SMIP004-7 are shown in the top panel. The middle panel shows the effect of several SMIP004 analogs on UPR activation and cell cycle regulators. LNCaP-S14 cells were treated with DMSO (0.1%), SMIP004 (40 μM), SMIP004-7 (40 μM), or the inactive analogs P53802 (40 μM), AB132168 (40 μM) for 24 h. UPR activation and cell cycle regulators were analyzed by immunoblotting. The glycosylation inhibitor tunicamycin (TM, 1 μM) was used as a positive control for UPR induction. Cell viability was measured by MTT assay in cells treated with SMIP004 or SMIP004-7 (lower panel). The graph represents the mean of four replicates ± standard deviations. (B) LNCaP-S14 xenografts were grown in SCID mice. Six animals received SMIP004-7 (50 mg/kg i.p.) for 10 days while the remaining six mice were treated with vehicle. The graph represents mean tumor volumes ± standard deviations in each group over time. (C) Final weights of tumors excised from mice treated with vehicle or SMIP004-7. The graph represents the average of three mice ± standard deviations. (D) The response to SMIP004-7 or vehicle for individual animals was expressed as change in tumor volume (i.e. day 9 minus day 0). (E) The graph represents relative average body weights ± standard deviations in the SMIP00-7 treatment and DMSO control groups.

To rule out that the reduction in tumor growth was due to events other than the administration of SMIP004-7, we suspended compound treatment of 3 mice for 17 days. During the suspension period, the residual tumors resumed growth indicating that the cells originally received by these animals were competent of forming tumors. When tumors reached ~500 mm^3^, the pretreated animals were subjected to a second round of treatment with an increased dose of SMIP007-4 (100 mg/kg daily) for 10 days. As in the first treatment period, SMIP004-7 receiving animals showed a strong inhibition in tumor growth whereas tumors grew to large sizes in vehicle treated mice (Fig. S5B). These results were confirmed by final average tumor weights and by individual changes in tumor volumes, whereas no significant weight loss was observed (Fig. S5C – E). These data firmly suggest that pretreated animals bore growth competent tumors and that the observed tumor inhibition is thus due to the pharmacological activity of SMIP004-7.

To further validate the anti-tumor activity of SMIP004-7, we performed further xenograft studies using an additional AR-positive human prostate cancer cell line, LAPC4. SMIP004-7 elicited the same effects on LAPC4 as on LNCaP-S14 cells in terms of growth inhibition, downregulation of RB phosphorylation and AR expression, and UPR activation (Fig. S5F), but was ~5 times more potent than the parent compound SMIP004 in inducing cell death (IC_50_ = 0.68 vs. 3.53 μM, Fig. S5G). Animals with similar initial LAPC4 tumor burden were paired and assigned to either the drug or vehicle cohort. SMIP004-7 exhibited profound tumor inhibitory activity in this system with 5 out of 6 animals displaying lower tumor volumes upon treatment for 7 days (Fig. S5H).

Lastly, we found that SMIP004-7 tumor inhibitory activity was also observed in the MDA MB-231 breast cancer xenograft model. Treatment with SMIP004-7 for three weeks inhibited tumor growth ~5-fold without any changes in body weight (Fig. S5I), suggesting that SMIP004-7 may have broader anti-cancer activity.

## DISCUSSION

### Mechanisms of SMIP004-Directed Cell Cycle Arrest and Apoptosis

Our combined chemical genomic and proteomic profiling followed by functional validation of predicted pathways revealed a first model for the mechanism of action of SMIP004 (Fig. 6F). According to this scheme, SMIP004 induces oxidative stress, which then triggers independent pathways that drive cell cycle arrest and apoptosis.

Proteolytic downregulation of cyclin D1 likely initiates the cell cycle arrest because it commences within ~2 hours after SMIP004 addition. Proteolysis involves the ubiquitin-proteasome pathway and members of the CRL family of E3 ubiquitin ligases, although the exact identity of the E3(s) remains to be established. Regardless, the SMIP004-induced proteolytic mechanism is very potent as it clears a large portion of cyclin D1, even when it is strongly overexpressed (Fig. 3F). The compound might therefore be particularly effective against the abundant class of malignancies driven by high levels of cyclin D1 [42]. Suppression of cyclin D1/CDK4 activity would result in reduced RB phosphorylation and E2F transcription factor activity [43]. As a result, E2F target genes such as SKP2 will be suppressed [44], a prediction we have confirmed previously [16]. The downregulation of SKP2 would then stabilize p21 and p27 to reinforce the G1 cell cycle arrest.

Like cyclin D1, AR is downregulated by SMIP004, albeit with slower kinetics and through a distinct mechanism involving transcriptional repression. E2F1 is a direct activator of the AR promoter, and loss of RB is associated with increased AR levels and progression of prostate cancers to castration resistance [40]. The suppressive effects of SMIP004 on the cyclin D1/RB/E2F pathway may therefore underlie transcriptional AR downregulation (Fig. 6F). Irrespective of the exact mechanism, SMIP004-induced AR downregulation is significant for advanced prostate cancer, which typically maintains dependence on the AR protein even after progression to castration resistance [30]. Whereas AR downregulation may augment SMIP004-induced cell death, we do not regard it as a primary trigger because of its delayed onset (12 – 24 h).

Rather, based on kinetics, siRNA, and chemical inhibitor studies, UPR signaling resulting in MAPK activation was identified as the primary pathway executing SMIP004-induced cancer cell apoptosis. UPR signaling is principally geared towards cell survival but induces apoptosis upon severe insult [19]. Many human cancers display a chronically induced UPR, potentially as adaptation to microenvironmental stresses [45]. However, with regards to the well recognized “stress phenotype” of cancer cells [9], such a survival strategy can turn maladaptive when confronted with therapeutic regimens that exhaust the stress support network. We propose that SMIP004 is such a regimen, and that the cancer cell selectivity of the compound derives from the differential sensitivity to proapoptotic UPR signaling.

### Mitochondrial Oxidative Stress as a Proximal Element of the Mechanism of Action of SMIP004

Several lines of evidence indicate that SMIP004 directly induced a pathway leading to oxidative stress: (i.) The compound increased mitochondrial ROS within 15 minutes. (ii.) All cellular effects of SMIP004 were rescued by two different antioxidants. (iii.) SMIP004 caused a rapid decrease in the GSH/GSSG ratio. (iv.) The compound led to induction of the NRF2 transcriptional pathway, in particular the mRNA for HMOX1 (Fig. 5G).

Notably, a relatively small increase in mitochondrial ROS (~40%) led to a dramatic decrease in cell viability. This finding highlights the low tolerance of cancer cells for extraneous stressors, presumably because their endogenous stress defense mechanisms are already stretched to the limits. Consistently, we noticed that LNCaP-S14 cells display very high basal levels of ROS relative to primary human fibroblasts (data not shown). Presumably as an adaptive measure, NRF2 is already localized in the nucleus and thus activated in untreated LNCaP-S14 cells (Fig. S3E). 

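On the arrays, 6 of 7 measured genes of NRF2 stress defense rose after 24 h with SMIP004 and 1 fell (6 and 1 adjusted over the list alone). GCLM, a subunit of the enzyme that starts glutathione synthesis, rose 6.2-fold (log2 change 2.63, standard error 0.18). Both chains of the cystine transporter rose, SLC7A11 14.1-fold (3.81, 0.511) and SLC3A2 31.5-fold (4.98, 0.599). These 3 genes were detected in 1 of 2 DMSO samples, so their folds rest on a level near background. TXNRD1, which encodes thioredoxin reductase 1, rose 2.45-fold (1.29, standard error 0.286). HMOX1, which encodes heme oxygenase 1, rose 10.3-fold (3.37, standard error 1.1, limma, adjusted p = 0.0291). It no longer passed when either DMSO, SMIP004 or BTZ sample was left out (limma, adjusted p between 0.0503 and 0.105). Of both quinone oxidoreductases, NQO2 rose 4.23-fold (2.08, 0.264) and NQO1 fell by 0.35 on the log2 scale (0.11, limma, adjusted p = 0.0262). NQO1 no longer passed when either DMSO or either SMIP004 sample was left out (limma, adjusted p between 0.0723 and 0.164). The study named these genes from the same arrays, so their count is not independent evidence (camera, adjusted p = 0.0196, and adjusted p = 0.24 with an estimated correlation).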

While SMIP004 caused an additional activation of the NRF2 transcriptional program geared toward stress defense (GCLM, X^−^_C_ system, NQO, TRXR1, HMOX1, Supplementary Data File 2), compound exposed cells could no longer capitalize on the pro-survival function of this program [46]. This may be due to paradoxical SMIP004-mediated downregulation of prominent NRF2 target genes involved in glutathione utilization and regeneration (GLRX, GSR, GPX1, 2, 4, most glutathione-S-transferases, Supplementary Data File 2). 

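Among 16 measured glutathione genes named by the study, 8 fell, 3 rose and 5 did not pass (8 and 3 adjusted over the list alone). GSR, the reductase that regenerates glutathione, fell by 0.74 on the log2 scale (standard error 0.142) and was detected on 1 of 4 SMIP004 arrays and on both DMSO arrays. Of the peroxidases, GPX4 fell by 0.53 on the log2 scale (0.128; limma, adjusted p = 0.0649 without DMSO sample 1 or without SMIP004 sample 1), and GPX1 by 0.46 (standard error 0.164, limma, adjusted p = 0.0418). GPX1 no longer passed when any sample other than roscovitine was left out (limma, adjusted p between 0.0596 and 0.16). GPX2 had a log2 change of -0.04 (standard error 0.228, limma, adjusted p = 0.902), with 0 of 4 SMIP004 and 1 of 2 DMSO arrays detected, and the glutaredoxin gene GLRX one of -0.60 (0.348, limma, adjusted p = 0.171). GLRX passed without the roscovitine samples (limma, adjusted p = 0.0246). Of 11 measured glutathione-S-transferase genes, which couple glutathione to reactive compounds, 5 fell, 3 rose and 3 did not pass. GSTO1 (-2.11, standard error 0.419), GSTA1 (-1.72, 0.271), MGST2 (-1.25, 0.198) and MGST3 (-0.61, 0.126) fell. GSTM3 passed as a fall but was detected on no array of either group, so no fold is given. GSTT1 (1.16, 0.117), GSTO2 (1.01, 0.172) and MGST1 (0.50, 0.132) rose, and other MGST1 probes read 0.89 and -0.15. MGST1 no longer passed without DMSO sample 2 or either SMIP004 sample (limma, adjusted p between 0.0615 and 0.0915). The study named the genes from these arrays, so the counts are not independent evidence, and as a list they did not pass (camera, adjusted p = 0.265).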

Whereas it remains unclear how SMIP004 promotes the selective activation of NRF2 target genes, this imbalance may contribute to the observed decrease in the GSH-GSSG ratio and the lethal consequences of oxidative stress.

The mechanism of ROS-induced apoptosis are not well understood [47] but UPR induction is a known consequence of oxidative stress [48]. ROS can cause protein misfolding in the ER through oxidation of amino acids or by perturbing calcium-dependent ER chaperone activity. Conversely, ER stress can trigger oxidative stress through CHOP-mediated induction of ERO1-like enzymes, which release H_2_O_2_ during protein disulfide isomerase-catalyzed formation of disulfide bonds. 

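ERO1B, which encodes the oxidase ERO1-LB, was detected on all 4 SMIP004 arrays and on 0 of 2 DMSO arrays. Its level was 7.91 ± 0.0132 with SMIP004 and 5.15 ± 0.0416 with DMSO (log2 after background correction, SD, n = 2 samples each), and the difference passed in limma (adjusted p = 4.35e-06). Since the DMSO level lay below the detection limit, the mRNA was at least 2.72-fold higher with SMIP004, taking the lowest detected signal of each DMSO array as its level. This bound depends on the normalization. It was 1.93-fold with quantile normalization without background correction, 2.03-fold with the authors' processed values and 2.85-fold with arrays scaled to 1 median. The fitted fold, which counts the undetected DMSO level as measured, was 6.77 here and 3.39 with the authors' values. With BTZ the gene was not detected on either array, which does not show that BTZ left it unchanged. The lowest detected log2 signals of the BTZ arrays (6.781 and 6.879) lay above those of the DMSO arrays (6.352 and 6.577). The fitted log2 difference was 2.76 for SMIP004 minus DMSO and 1.09 for SMIP004 minus BTZ, the latter across slides. The fitted BTZ level thus lay above that of DMSO, although neither was detected.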

ERO1-LB mRNA was upregulated ~3.5-fold by SMIP004. Since the ER is a highly oxidizing environment, it is particularly susceptible to oxidative stress and the vicious cycle resulting from it. Cancer cells originating from secretory tissues with high traffic through the ER, such as prostate epithelial cells, are expected to be preferentially sensitive to such conditions.

### Potential Utility of Disruptors of Mitochondrial Redox Balance for Cancer Therapy

Insights gained over the past 15 years have put the concept of pharmacological targeting of the increased oxidative stress sensitivity of cancer cells on a firm foundation [9, 47, 49, 50]. Several high profile compounds, including erastin [51], piperlongumine [52], and elesclomol [53] have emerged, which cause ROS-dependent cell death selectively in cancer cells. While mechanisms and targets vary, some of these compounds are already being tested in the clinic.

The molecular target(s) of SMIP004 remain to be identified. Based on the instant kinetics with which the compound inhibits mitochondrial ATP production and stimulates mitochondrial ROS (5 – 30 minutes), it is tempting to speculate that SMIP004 directly interferes with the ETC. SMIP004 may therefore have a similar mechanism of action as the chelating agent elesclomol. This compound does not appear to have a protein target per se but rather to interfere more broadly with the mitochondrial electron transport process through copper-dependent redox cycling [54]. The coordinated upregulation of ETC components observed in our proteomic profile (3 h) may therefore reflect a compensatory but ultimately futile effort of SMIP004 exposed cells to uphold electron transport. Interestingly, a yeast screen for elesclomol sensitive heterozygous diploids identified a network of mitochondrial and protein anabolic processes that largely overlapped with that we obtained through proteomic profiling [54].

In the era of “targeted therapy” and “personalized health care”, there remain questions as to the viability of pleiotropic stress response pathways as cancer drug targets. The following points may be considered: (i.) Many clinically efficacious cancer drugs, including bortezomib, cisplatin, and etoposide, rely on ROS formation for efficacy [47, 49]. (ii.) Just like redox disruptors, a surprising number of “targeted” drugs in advanced stages of clinical testing, including proteasome, MAPK, and mTOR inhibitors, target molecules that are essential to the survival of normal cells and thus not per se cancer cell selective. Here, cancer selectivity appears to come from the phenomenon of non-oncogene addiction [9]. (iii.) Redox active therapeutics are not necessarily incompatible with the emerging concept of personalized medicine. To the contrary, they stand to benefit from the development of biomarkers just as much as any other form of therapy. In the future, detailed redox pheno- and genotyping could guide the selection of specific drugs such as SMIP004 that efficiently target the redox vulnerability of individual cancers.

## Methods

### Chemical Compounds

SMIP004 was purchased from Ryan Scientific and verified by HPLC-MS. SMIP004-7 is an active analog of SMIP004 purchased from Maybridge Ltd. MG312 was from Boston Biochem, bortezomib (BTZ) from LC Laboratories, camptothecin (CPT) and butylated hydroxyanisole (BHA) from Sigma-Aldrich. Roscovitine (RVT) was from Biomol International, SP600125 from EMD Chemicals Inc., SB203580 and tunicamycin from Enzo Life Sciences, and trolox from Santa Cruz Biotechnology. Actinomycin D was from MP Biomedicals, 2-deoxy-glucose from Tokyo Chemical Industry (TCI) and cycloheximide from Acros Organics. MLN4924 was a gift from M. Petroski. FCCP, oligomycin and rotenone were a gift from V. Kodali. Drugs were dissolved in DMSO (unless specified otherwise in the product data sheet) and kept at −20°C.

### Antibodies

Antibodies directed against IRE1α (3294, 1:1000), BIP (3177, 1:2000), CHOP (2895, 1:1000), phospho-eIF2α (Ser 51) (9721, 1:1000), cyclin D1 (2922, 1:1000, for immunoblotting), PARP (9542, 1:1000), phospho-SAPK/JNK (4668, 1:1000), SAPK/JNK (9252, 1:1000), p38 (9212, 1:1000), phospho-p38 (9216, 1:500), phospho-Rb (Ser780) (9307, 1:2000) were obtained from Cell Signaling Technology. Antibodies recognizing CDK4 (sc-260, 1:5000), cyclin D1 (A-12) (sc-8396, for immunofluorescence 1:250), AR (441) (sc-7305 1:1000) and NRF2 (C-20) (sc-722 1:200 for immunofluorescence) were from Santa Cruz Biotechnology. Antibodies against CUL1 (32-2400, 1:1000) were from Zymed Laboratories and anti-actin (69100, 1:5000) was from MP Biomedicals, LLC. HRP Donkey anti-mouse IgG (715-035-150, 1:5000) and HRP Donkey anti-rabbit IgG (711-035-152, 1:5000) were from Jackson ImmunoResearch Laboratories.

### Tissue Culture

LNCaP-S14 cells were obtained by stably overexpressing SKP2 in LNCaP cells as described previously [16]. LNCaP-S14 and other prostate cancer cells (LNCaP, PC3 and DU145) were maintained in RPMI supplemented with 10% fetal bovine serum and 5 % penicillin/streptomycin solution. IMR90 cells were maintained in DMEM supplemented with 10% fetal bovine serum, 5% penicillin/streptomycin and 4 mM glutamine. 22RV1 cells were maintained in RPMI with high glucose (4.5 mg/ml). LAPC4 cells were maintained in Iscove's Modified Dulbecco's Media (IMDM). Cells were grown as a monolayer in a humidified incubator at 37°C and 5% CO_2_. For experiments with LNCaP-S14 cells, cells were plated in poly-lysine coated plates one day before treatments. Cell viability was assessed using the 3-(4,5-dimethylthiazol)-2,5-diphenyl tetrazolium bromide (MTT) cell proliferation assay (ATCC^®^). Cell cycle analysis was done by flow cytometry as described previously [16] at the Flow Cytometry Facility of the Sanford Burnham Medical Research Institute. Apoptosis was measured using the Cell Death Detection ELISA (Roche) and by immunoblotting for PARP cleavage.

**Table:** 

Primers			
Regular PCR	Forward 5' → 3'	Reverse 5' → 3'	Ref
XBP1	CCTTGTAGTTGAGAACCAGG	GGGGCTTGGTATATATGTGG	[55]
AR	CGGAAGCTGAAGAAACTTGG	CGTGTCCAGCACACACACA	[31]
ACTIN	GGTCAGGATCTTCATGAGGT	TCTACAATGAGCTGCGTGTG	*
qPCR			
AR	TTCTGGGTGTCACTATGGAG	ACAAGTTTCTTCAGCTTCC	*
HMOX1	GCAGAGGGTGATAGAAGAGG	AGAATCTTGCACTTTGTTGC	*

* Designed using Primer 3 software: http://frodo.wi.mit.edu/primer3/

### Immunoblotting and Immunofluorescence Staining

Total lysates were analyzed by immunoblotting as described previously [16]. Films were scanned and quantification of the bands was performed using ImageJ software (http://rsbweb.nih.gov/ij/). For immunofluorescence staining, LNCaP-S14 cells were seeded onto 15 mm poly-lysine coated glass cover slips, treated with compounds, and fixed using formaldehyde (3.7% in PBS). Samples were stained with anti-cyclin D1 antibody and nuclei were counterstained with Hoechst dye. Samples were imaged on a Nikon Type 120 inverted fluorescent microscope using 60X magnification.

### Microarray Analysis

Total RNA from cells treated with 40 μM SMIP004, vehicle or positive controls for 24h was obtained using the RNeasy Mini Kit (Qiagen) following the manufacturer's instructions. RNA quality was assessed using a Bioanalyzer (Bio-Rad Experion), and microarray analysis was performed at the Microarray Facility (Sanford-Burnham Medical Research Institute) on the Illumina platform. Briefly, labeled cRNA was generated from total RNA utilizing an RNA amplification kit developed for Illumina (Ambion). First-strand cDNA was synthesized after priming with a T7 promoter-oligo(dT) primer, followed by second strand cDNA synthesis in the presence of biotin-16-UTP. The amplified, biotinylated cRNA was labeled by incubation with streptavidin-Cy3. Hybridization was conducted on the HumanRef-8 v2 Expression BeadChip (Illumina cassettes), which contain ~23,000 human transcript probes and controls. Standard hybridization and wash protocols were used as recommended by the manufacturer. Following high-resolution scanning of the array slides, the BeadStation software was used to deconvolute and present the data in a MIAME compatible tabular form. Several control features are built into the arrays for normalization and quality control. Microarray data has been deposited to NCBI's Gene Expression Omnibus (GEO) repository (GEO Series Accession Number GSE48056).

The averaged expression data for ~15,000 mRNAs for each drug treatment (Supplementary Data File 2) were hierarchically clustered (Spearman Rank Correlation, Complete Linkage Clustering). Pathway analysis was performed using Ingenuity IPA software. A list of 2333 mRNAs that were significantly regulated (≥ 2-fold, p ≤ 0.05) by SMIP004 (Supplementary Data File 3) was imported into IPA and canonical pathways enriched in the dataset were identified. 

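At the thresholds of 2-fold and an unadjusted p of 0.05, 1369 genes rose and 1369 fell with SMIP004 against DMSO, 2738 in all or 31.2% of those tested (limma). The rising genes include SERPINA3, a protease inhibitor (at least 12.3-fold), HOPX, a homeodomain gene (at least 12.1-fold), COL16A1, a collagen gene (at least 10.8-fold), FBXO16, an F-box gene (at least 15-fold), and MBNL2, a splicing regulator (at least 10.2-fold). The falling genes include NDP, a secreted ligand of the WNT pathway (at least 14-fold lower), NFE2L3, a relative of NRF2 (at least 10.9-fold lower), the neuropeptide gene NMU (at least 10.4-fold lower), DDIT4L, an inhibitor of mTOR signaling (log2 change -3.86, standard error 0.24), and CTXN1 (-3.83, 0.375). By the same criteria BTZ changed 3277 genes, of which 1532 rose, camptothecin 3001, of which 1499 rose, and roscovitine 516, of which 197 rose. The roscovitine number was 1591 without its sample 1 and 174 without its sample 2. At 1.5-fold the SMIP004 number was 4462.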

A list of pathways related to stress response, cell cycle, and cancer was selected manually and displayed in the Figure 1.

Network analysis was performed with the Cytoscape Reactome FI plugin [56]. Individual lists of SMIP004-induced and SMIP004-repressed mRNAs (±2-fold, p ≤ 0.05, derived from Supplementary Data File 3) were loaded into Cytoscape and used to build Reactome networks. The networks were clustered into modules, and pathways enriched in the modules (FDR ≤ 0.01) were identified (Fig. 1B).

### Quantitative Proteomic Profiling by Stable Isotope Labeling (SILAC)

LNCaP-S14 cells were metabolically labeled with the heavy amino acids ^13^C_6_ L-lysine and C_6_^15^N_4_-L-arginine (SILAC Metabolic Label, Thermo Scientific) for a period of 6 weeks. “Light” cells maintained in standard media were treated with SMIP004 (40 μM) for 3h, whereas “heavy” cells received vehicle (DMSO, 0.1%). Cells were lysed in a buffer containing 10 mM Tris pH7.4, 0.55% CHAPS, 7.7 M urea, 2.2 M thiourea, 200 mM DTT, 5 μg/ml aprotinin, 10 μg/ml leupeptin, 10 μg/ml pepstatin, 1 mM PMSF. The lysate was rotated 30 minutes at room temperature, and cleared by centrifugation at 15,000 rpm for 15 minutes. Protein concentration was determined by Bradford assay. Cell lysates were mixed at an exact ratio of 1:1. 1.5 mg of mixed lysate was precipitated with methanol and chloroform, and the pellet was dried at room temperature.

SILAC labeled LNCaP-S14 cell lysate pellets were re-suspended in 50 mM ammonium bicarbonate and processed as described before [57]. Briefly, proteins were reduced by TCEP, alkylated using iodoacetamide, and digested by trypsin overnight at 37°C. The peptides were then desalted using Sep-Pak (Millipore), and separated by strong cation chromatography (SCX) using an automated Paradigm HPLC instrument (Michrom Bioresources). The SCX gradient proceeded from 5% – 40% buffer D (25% acetonitrile/0.1% formic acid/ 500 mM KCl), and 24 SCX fractions were collected. Each SCX fraction was analyzed by reversed-phase LC-MS/MS on a Magic C18 column and a LTQ-Orbitrap XL mass spectrometer (Thermo Scientific). The peptides in each SCX fraction were separated on a 60-120 min gradient of 8%-30% buffer B (100% acetonitrile/ 0.1% formic acid). Tandem mass spectrometry (MS/MS) spectra were collected during the LC/MS runs. Each scan was set to acquire a full MS scan, followed by MS/MS scans on the top four precursor ions from the preceding MS scan. The LC-MS/MS analysis of the 24 fractions was repeated 3 times for each biological sample.

Both the protein identification and the SILAC quantification were performed by Integrated Proteomics Pipeline (IP2, Integrated Proteomics Application Inc) which includes SEQUEST, ProLuCID, DTASelect, and Census (The Scripps Research Institute, La Jolla, CA). First, MS1 and MS2 files were extracted by RawExtract (The Scripps Research Institute, La Jolla, CA) from the raw MS/MS spectra obtained on the LTQ-Orbitrap XL. Then an IPI human database was uploaded into IP2, which automatically generated a reverse protein database. The MS1 and MS2 files of each technical replicates were combined and searched using ProLuCID and the semi-tryptic decoy database. Modifications included 16 Da on methionine for oxidation, 6 Da on lysine and 10 Da on arginine for heavy SILAC labels. The identification results from ProLuCID were filtered and organized by DTASelect. The DTASelect parameters were set so that the false positive rates on the protein level were below 1.2%. The false positive rates on the peptide level were < 0.2%. Finally, protein ratios (light/heavy) and the standard deviation were calculated by Census. As expected, the vast majority of proteins showed a ratio very close to 1.0 in the SMIP004-treated versus DMSO-treated cells (Fig. 5A) thus documenting the accuracy of the protein quantification.

Network analysis was performed with the Cytoscape Reactome FI plugin [56]. A list of 580 SMIP004-induced proteins (1.2-fold, p ≤ 0.05) was loaded and used to build a Reactome network, which contained 237 nodes and 1318 edges. The network was clustered into modules, and pathways enriched in the modules (FDR ≤ 0.01) were identified (Supp Fig. 3A).

### Transient Transfection and Luciferase Assay

An AR-luc construct driving the expression of luciferase under the control of the −5400 to +580 region of the androgen receptor promoter [58] was transiently co-transfected with β-gal expression plasmid into LNCaP-S14 cells. Briefly, 1 × 10^5^ LNCaP-S14 cells were seeded in 12 well plates and transfected with 1.6 μg plasmid/well using Lipofectamine 2000 according to the manufacturer's protocol. Six hours after transfection, the medium was changed and the cells were allowed to grow for 24h followed by treatment with SMIP004 or vehicle (DMSO) for another 24h in the presence or absence of R1881 (0.2 nM). Cells were lysed with 150 μl of CCLR reagent (Promega). The chemiluminescence activity in 50 μl of lysate was measured on a Veritas microplate luminometer (Turner Biosystems) and normalized to the β-gal activity.

Plasmids for cyclin D1 (12 μg) and/or CDK4 (12 μg) were transiently transfected into 2 × 10^6^ LNCaP-S14 cells using Lipofectamine 2000. SMIP004 was added 24h after transfection for an additional 24h. Cells were collected for determination of cell cycle distribution by FACS and for immunoblotting analysis.

### Small Interfering (siRNA) Transfection

LNCaP-S14 cells (0.625 × 10^6^ cells) were plated one day prior to transfection. 10-20 nM of siRNA was transfected using DharmaFECT 3 (Thermo Scientific) according to the manufacturer's instructions. Briefly, siRNAs were added to the DharmaFECT 3 reagent pre-diluted in OptiMEM media (1:100) and incubated for 15 min at room temperature. The mixture was added to the cells followed by incubation for 48h. Treatment with SMIP004 or vehicle was carried out for 24h. Cell lysate was obtained and analyzed by immunoblotting. Un-transfected cells as well as cells transfected with non-targeting siRNA were used as controls. siRNAs targeting PERK (siGENOME SMART pool M-004883-03-0005) and IRE1 (siGENOME SMART pool M-004951-02-0005) were purchased from Thermo Scientific. siRNAs targeting CHOP were ordered from Integrated DNA Technologies and had the following sequence: CUCUGUUUCCGUUUCCUGGtt [59]. p27 and p21 siRNAs were as described in [16]. Silencer^®^ Negative Control siRNA #1 from Ambion was used as control siRNA.

### AR mRNA Stability Measurement by Q-PCR

LNCaP-S14 cells were treated with SMIP004 (40 μM) for 9 h followed by addition of actinomycin D (5 μg/ml). Cells were harvested at different time intervals (0, 0.5, 1, 3, 6, 9, 12 and 24h). Total RNA was isolated, followed by first-strand cDNA synthesis using Omniscript^®^ Reverse Transcription kit (Quiagen). Quantitative real-time PCR was performed on the Stratagene Mx3000p detection system (Stratagene, Agilent, CA. USA) using the Brilliant SYBR Green PCR Master Mix (Agilent Technologies). All reactions were done in duplicates.

### PSA Quantitative Determination

LNCaP-S14 cells were plated one day prior to the addition of vehicle, SMIP004 or R1881. Media was collected 24 and 48h after, and PSA secretion was determined using a Human PSA ELISA Kit (Anogen) according to the manufacturer's instructions.

### Metabolic Measurements

For determination of ATP levels, LNCaP-S14 cells were plated in 96 well plates one day prior to addition of SMIP004 (40 μM) in the presence or absence of 10 mM 2-deoxyglucose (2-DG). ATP levels were measured using the ApoSENSOR™ ATP Assay Kit (BioVision). For determination of the GSH/GSSG ratio, LNCaP-S14 cells were treated with SMIP004 (40 μM) for 6h followed by lysis and GSH/GSSG determination using the Glutathione Assay Kit (BioVision).

### Measurement of Oxygen Consumption

Oxygen consumption rate (OCR) was measured in real-time, in an XF24 Extracellular Flux Analyzer (Seahorse Bioscience, Billerica, MA). LNCaP-S14 cells were seeded in XF24-well plates (50000 cells per well in 100 μl). After 6 h, 500 μl media was added followed by incubation overnight at 37°C, 5% CO_2_. The XF24 sensor cartridge was hydrated with 1 ml calibration buffer per well overnight at 37°C. The sensor cartridge was loaded with assay media (ports A, B and C) to measure basal OCR or with oligomycin (1 μM, port A), carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone (FCCP, 0.5 μM, port B) and rotenone (1 μM, port C) to measure the bioenergetic profile. Cells were washed once with pre-warmed serum-free unbuffered assay medium containing 10 mM sodium pyruvate and 25 mM glucose. 500μl/well of assay medium containing DMSO or SMIP004 (40 μM) was added for measurement of basal OCR. To measure the bioenergetic profile, cells were pre-incubated with DMSO or SMIP004 in regular media for 30, 60 or 120 minutes followed by one wash with assay medium. Cells were kept in 500μl/well of assay medium containing DMSO or SMIP004 (40 μM) thus preserving pre-incubation drug concentrations. Once the sensor cartridge was equilibrated, the calibration plate was replaced with the assay plate. To determine basal OCR and the bioenergetic profile, 12 measurements were taken every 8 minutes.

### Measurement of Mitochondrial Membrane Potential

LNCaP-S14 cells treated with SMIP004 were labeled using tetramethylrhodamine ethyl ester (TMRE, 300 nM) in warm PBS for 30 min followed by trypsinization and two washes with warm PBS containing TMRE (150 nM). Cells were filtered to single suspension and analyzed by flow cytometry using CellQuest (BD Biosciences) and FlowJo (Treestar) software. Cells exposed to the mitochondrial uncoupler carbonyl cyanide *m*-chlorophenyl hydrazone (CCCP, 50 μM) for 45 min were used as positive control.

### Measurement of Reactive Oxygen Species in the Mitochondria

Mitochondrial superoxide production was evaluated using MitoSox™ Red mitochondrial superoxide indicator (Molecular Probes) according to the manufacturer's protocol with some modifications. 3 × 10^5^ cells were seeded into 6 well-plates and allowed to attach for 24h, followed by treatment with SMIP004 (40 μM) for 15, 30, 60 minutes or 3h. Cells were stained with MitoSox (5 μM) for 10 min at 37°C followed by one wash in HBSS buffer. Cells were detached with trypsin and pelleted by centrifugation at 2500 × g for 10 min. The pellet was suspended in 300 μl formaldehyde (3.7%) and incubated for 10 minutes at room temperature, followed by centrifugation at 2500 × g for 10 min. The pellet was suspended in 250 μl HBSS and analyzed by flow cytometry. Measurements were carried out using FACSort and FACSCanto flow cytometers at the Flow Cytometer Facility of the Sanford Burnham Medical Research Institute. MitoSox Red was excited at 488 nm, and data was collected in the 564-606 nm channel.

### LNCaP-S14 Xenograft Studies

Animal experiments were performed in accordance with the institutional animal care committee (IACUC) approved by Sanford Burnham Medical Research Institute, La Jolla. CA. Twelve SCID bg mice (8-10 weeks old) were procured from Harlan Laboratories, Inc., housed under pathogen-free conditions, and maintained on a 12 h light/12 h dark cycle, with food and water supplied ad libidum. LNCaP-S14 cells (5 × 10^6^ cells as a 50% suspension in Matrigel, BD Biosciences, San Jose, CA) in a final volume of 0.4 ml were injected subcutaneously in the flank region of the animals. Tumor size was measured every day until it reached ~ 300 mm^3^. Mice were then injected intraperitoneally (i.p.) with vehicle (six mice, control group) or SMIP004-7 (50 mg/kg) daily (six mice, treated group) for 10 days. Body weights and tumor sizes were measured every other day. Tumor volume was calculated using the equation: volume = length × width × depth × 0.5236 mm^3^. At day 10, three animals per group were sacrificed and tumors were excised and weighed. The remaining six animals (3 control and 3 treated) stayed off treatment for 17 days and were then treated again with vehicle (control) or SMIP004-7 at 100 mg/kg (treated group) for 10 days. At the end of the experiment, animals were sacrificed, tumors weighed, and hematology and blood chemistry analysis were done.

### LAPC4 Xenograft Assay

LAPC4 (10 × 10^6^ cells per animal) were injected into 12 SCID mice as described above. Mice were paired according to their tumor sizes and treated with vehicle or SMIP004-7 (100 mg/kg) for 7 days. Body weights and tumor sizes were recorded daily.

### Breast Cancer Xenografts

All animal experiments were performed in accordance with the institutional animal care committee (IACUC) approved by University of Texas Health Science Center at San Antonio (UTHSCSA). Mice were housed under pathogen-free conditions and maintained on a 12 h light/12 h dark cycle, with food and water supplied ad libidum. Athymic nude mice (Balb c nu/nu, 4-6 weeks old) were procured from Harlan Laboratories (Indianapolis, IN). MDA MB-231 cells (3×10^6^ cells as a 50% suspension in Matrigel, BD Biosciences, San Jose, CA) in a final volume of 0.1 ml were injected subcutaneously in the flank region of Balb c nude mice. Mice were randomized into two groups of 6 mice/group when average tumor volumes reached about 100 mm^3^, and the following treatment protocol was implemented: Group 1, vehicle control administered i.p. for three weeks beginning when tumor volume had reached about 100 mm^3^; Group 2, SMIP004-7 (100 mg/kg body weight) administered ip for three weeks. Body weights and tumor volumes were measured every fifth day. Tumor volumes were calculated using the equation above. After three weeks, mice were sacrificed by cervical dislocation.

## Supplementary Figures and Tables

# Supplementary material for: Small Molecule-Induced Mitochondrial Disruption Directs Prostate Cancer Inhibition via Unfolded Protein Response Signaling
**Source:** Oncotarget. 2013 Jul 14;4(8):1212–29. doi: 10.18632/oncotarget.1130
**Supplement:** Supplementary file 1

Supplemental Information

Small Molecule-Mitochondrial Disruption Reprogramming Directs Prostate Cancer Inhibition via Unfolded Protein Response Signaling

Elizabeth Rico-Bautista, Wenhong Zhu, Suthakar Ganapathy, Shinichi Kitada, Eric Lau,
Stan Krajewski, Joel Ramirez, Jason A. Bush, Zhimin Yuan, Dieter A. Wolf

- 5 Supplementary Figures
- 1 Supplementary Table

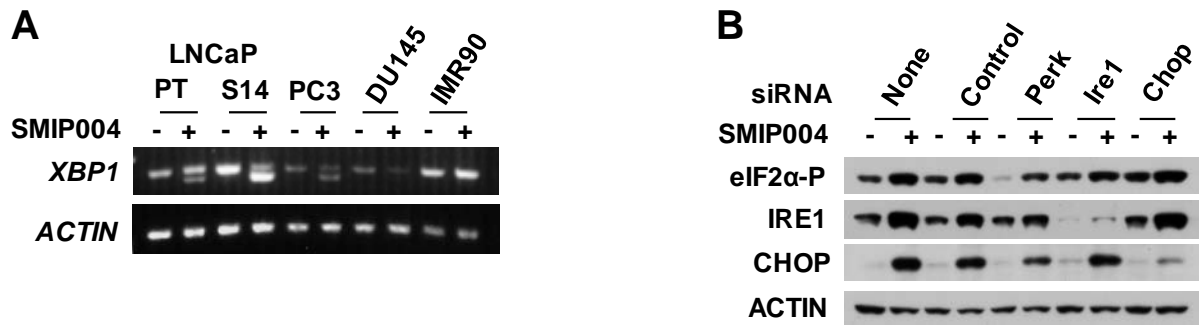

Supplementary Fig 1 (related to Fig. 2). *XBP1* splicing in prostate cancer and normal cells.

Knockdown of UPR activators by siRNA transfection.

(A) *XBP1* splicing was evaluated by RT-PCR in total RNA from several prostate cancer cells lines (parental LNCaP-PT, LNCaP-S14, PC3 and DU145) and normal human fibroblast (IMR90) treated with vehicle (DMSO) or SMIP004 (40 μ M) for 24 h.

(B) Efficiency for siRNA-mediated knockdown of PERK, IRE1 and CHOP was assessed by immunoblotting in cell extracts from LNCaP-S14 cells transfected with the specific siRNAs and followed by treatment with SMIP004 (40 μ M) for 24h. PERK knockdown was assessed based on the extent of eIF2 α phosphorylation.

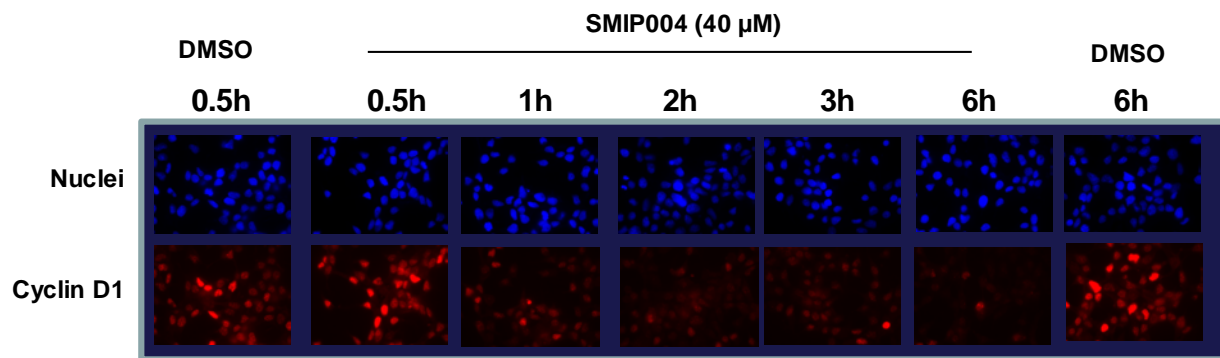

Supplementary Fig 2. (Related to Fig. 3). SMIP004-induced downregulation of cyclin D1

LNCaP-S14 cells were treated with SMIP004 (40 μ M) for the indicated times, followed by immunofluorescence staining with cyclin D1 antibodies. Nuclei stained with Hoechst dye are shown for reference.

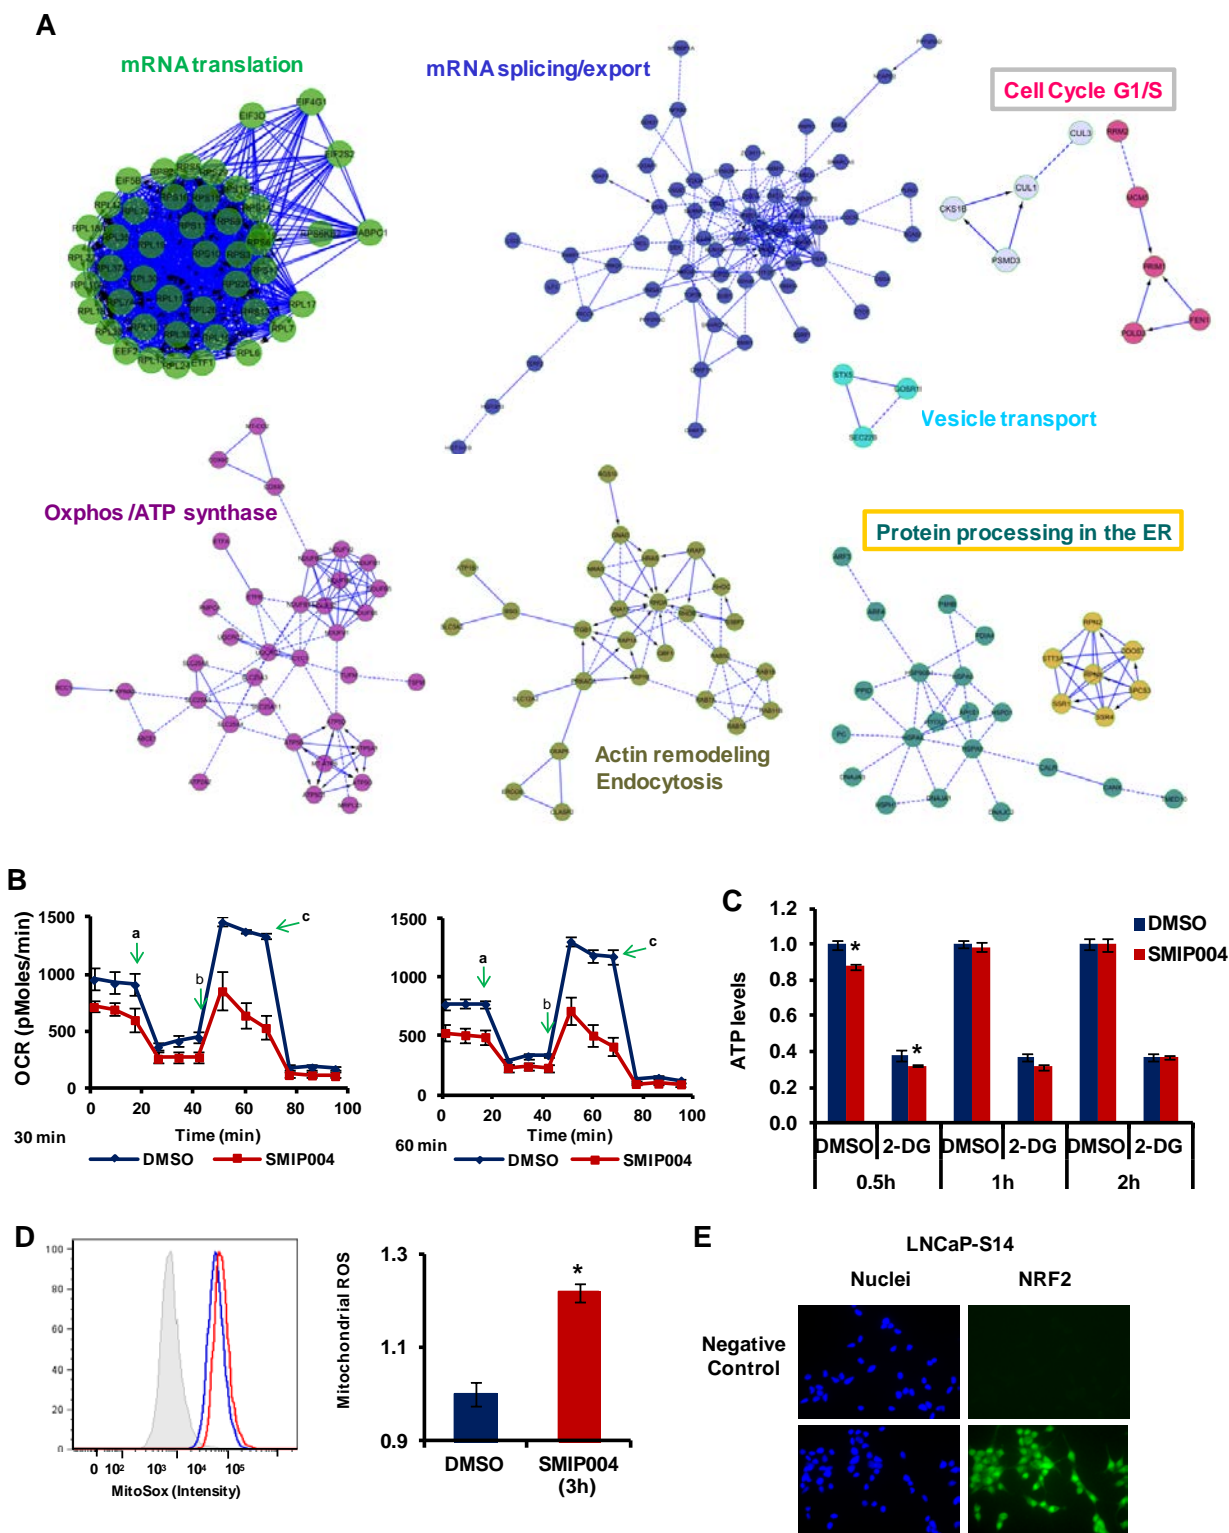

Supplementary Fig 3. (Related to Fig. 5) Effect of SMIP004 on mitochondria and metabolism

(A) Reactome network built from proteins significantly upregulated by SMIP004. The network was clustered into modules, and pathways enriched in the modules ($\text{FDR} \leq 0.01$) are indicated.

(B) Bioenergetic profile of LNCaP-S14 cells were analyzed in real-time in an XF24 Extracellular Flux Analyzer in the presence or absence of SMIP004. Cells were pre-incubated for 30 min (left graph) or 60 min (right graph) with vehicle (DMSO) or SMIP004 (40 μM), followed by real-time analysis of cellular respiration. Oligomycin (a), FCCP (b) and Rotenone (c) were sequentially delivered to the XF-assay medium through injection ports in the sensor cartridge. The graphs represent the mean Oxygen consumption Rate (OCR) $\pm$ SEM of three replicates per time point.

(C) LNCaP-S14 cells were treated with SMIP004 (40 μM) or DMSO in the presence or absence of 2-deoxyglucose (2-DG) for the indicated time. 2-DG (10 mM) was added 30 min before SMIP004 to inhibit glycolytic ATP production. ATP levels were measured using the ApoSENSOR^{TM} ATP Assay kit (from BioVision). The graph represents the average $\pm$ SEM of eight replicates. * p-value < 0.01

(D) Cells were treated with SMIP004 (40 μM) for 3h and mitochondrial superoxide was measured as described in Experimental Procedures. The figure shows representative histograms of flow cytometry experiments demonstrating an increase in mean fluorescence intensity of oxidized MitoSox following SMIP004 treatment (filled grey histogram represents unstained cells). The graph represents the mean fold-induction $\pm$ SEM of six replicates.

(E) Basal NRF2 levels were visualized in LNCaP-S14 cells by immunofluorescence staining. Staining with the secondary antibody alone was used as a specificity control.

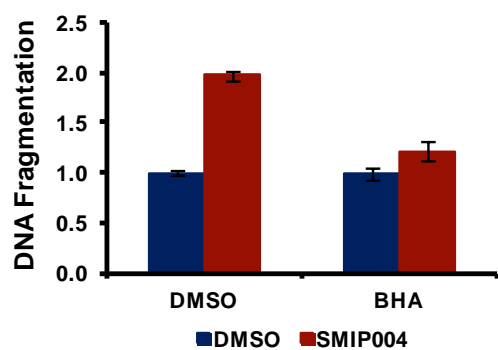

Supplementary Fig 4. (Related to Fig. 6). Effects the antioxidant BHA on SMIP004-dependent apoptosis

DNA fragmentation was measured in extracts from LNCaP-S14 cells treated with SMIP004 (40 μ M) or vehicle in the presence or absence of (A) BHA (100 μ M, 24h). The graph represents the DNA fragmentation enrichment factor $\pm$ standard deviations (normalized to DMSO treatment) of three replicates.

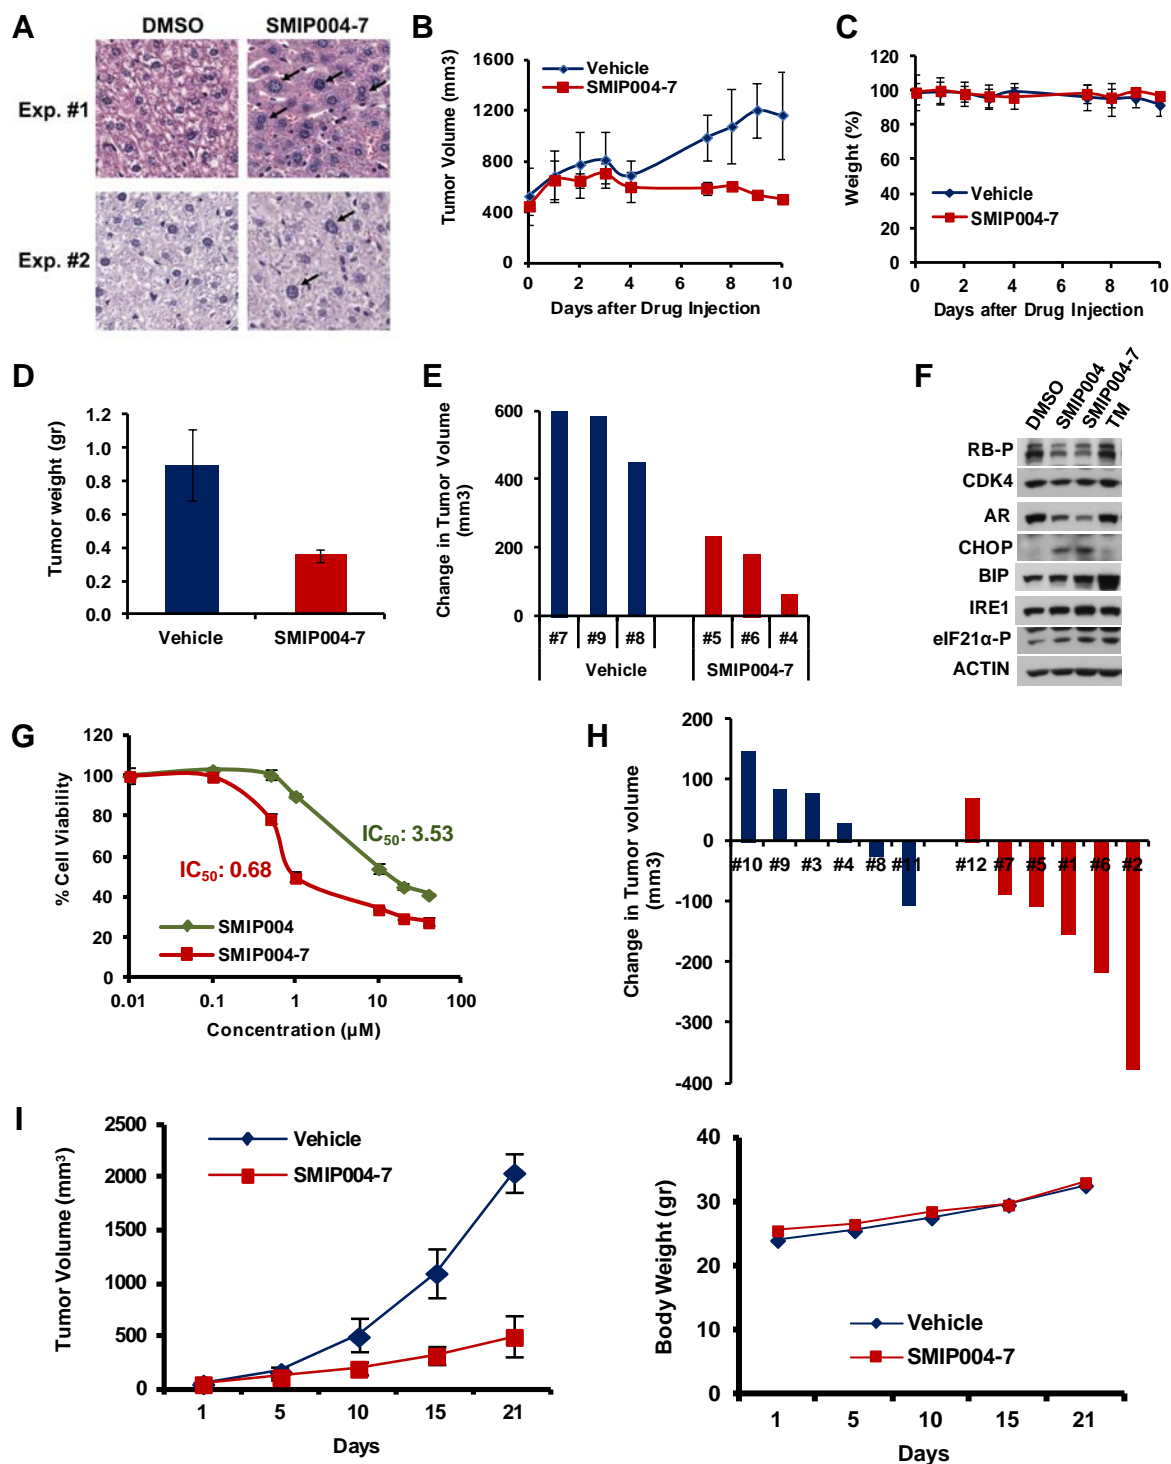

Supplementary Fig 5. (Related to Fig. 7) *In vivo* anti-tumor activity of SMIP004-7

(A) SCID mice were subcutaneously inoculated with LNCaP-S14 cells as described in Experimental Procedures. Animals were treated with SMIP004-7 as described in Fig. 7B. Mice

were sacrificed, liver tissues were fixed, and stained with hematoxylin and eosine prior to histological examination. The arrows highlight cells with enlarged or multiple nuclei.

(B) At the end of the treatment period, compound treatment of three mice was suspended for 17 days. During the suspension period, the tumors resumed growth indicating that the cells originally received by the mice were competent of forming tumors. When tumors had reached $\sim 500 \text{ mm}^3$, the pretreated animals were subjected to a second period of treatment with an increased dose of SMIP007-4 (100 mg/kg) daily for 10 days. The graph shows changes in tumor volumes over time. As in the first treatment period (Fig. 7B), SMIP004-7 receiving animals showed a strong inhibition in tumor growth whereas tumors grew to large sizes in vehicle treated mice.

(C) Average of body weights $\pm$ standard deviations normalized to the body weight at day zero of treatment.

(D) Final tumor weight of mice treated with vehicle or SMIP004-7. The graph represents the average of three mice $\pm$ standard deviations.

(E) The response to SMIP004-7 or vehicle for each animal was expressed as the change in tumor volume (tumor size day eight – tumor size day zero).

(F) Total extracts from LAPC4 treated with SMIP004 (40 μM), SMIP004-7 (40 μM), or tunicamycin (1 μM) were obtained and analyzed by immunoblotting for cell cycle and ER stress markers.

(G) LAPC4 cells were treated with increasing concentrations of SMIP004 or SMIP004-7 (0.1 μM to 40 μM) for 72 hours, and cell viability was measured by MTT assay. The graph represents the mean $\pm$ standard deviations of three replicates per point (normalized to untreated cells).

(H) LAPC4 xenografts were performed as described in Supplementary Experimental Procedures, and changes in tumor volumes (mm^3) (day 7 – day 0) were calculated for each animal.

(I) MDA-MB 231 xenografts were performed as described in the Supplementary Experimental Procedures. The graph to the left represents the tumor volume $\pm$ standard deviations over time. The graph to the right represents changes in body weights (average $\pm$ standard deviations).

Supplementary Table 1 Blood chemistry of SMIP004-7-treated mice

		Control Group					SMIP004-7 group					Normal Range
Hematology	Unit	Mouse#7	Mouse#8	Mouse#9	Mean	SD	Mouse#1	Mouse#2	Mouse#3	Mean	SD	
White Blood Cells	x 10 ⁹ /l	2.06	1.71	1.36	**1.71**	**0.35**	2.69	2.27	2.76	**2.57**	**0.27**	6.0-15.0
Lymphocytes	x 10 ⁹ /l	0.28	0.17	0.36	**0.27**	**0.10**	0.24	0.32	0.94	**0.50**	**0.38**	3.4-7.44
Monocytes	x 10 ⁹ /l	0.23	0.14	0.19	**0.19**	**0.05**	0.28	0.27	0.21	**0.25**	**0.04**	< 0.6
Granulocyte	x 10 ⁹ /l	1.56	1.41	0.81	**1.26**	**0.40**	2.18	1.69	1.61	**1.83**	**0.31**	0.5-3.8
Lymphocytes %	%	13.4	10	26.8	**16.73**	**8.88**	8.8	14	34.1	**18.97**	**13.36**	57-93
Monocytes %	%	11.1	7.9	13.8	**10.93**	**2.95**	10.3	11.8	7.7	**9.93**	**2.07**	<7
Granulocytes %	%	75.5	82.1	59.4	**72.33**	**11.68**	80.9	74.2	58.2	**71.10**	**11.66**	8.0-48
Red Blood Cells	x10 ¹² /l	8.77	8.01	8.17	**8.32**	**0.40**	6.2	6.35	7.23	**6.59**	**0.56**	7.0-12
Hemoglobin	g/dl	14.1	12.2	12.9	**13.07**	**0.96**	14.7	16.2	18.3	**16.40**	**1.81**	12.2-16.2
Hematocrite	%	39.48	36.18	36.74	**37.47**	**1.77**	35.24	33.69	36.62	**35.18**	**1.47**	35-45
Platelet	x 10 ⁹ /l	907	680	636	**741.00**	**145.43**	913	864	859	**878.67**	**29.84**	200-450
Chemistry		Mouse#7	Mouse#8	Mouse#9	Mean	SD	Mouse#1	Mouse#2	Mouse#3	Mean	SD	Normal Range
Albumin	g/dl	2.5	3.5	3.7	**3.23**	**0.64**	3.3	2.4	3.1	**2.93**	**0.47**	2.5-3.0
Alkaline Phosphatase	U/L	18	64	69	**50.33**	**28.11**	19	31	14	**21.33**	**8.74**	35-98
Alanine Aminotransferase	U/L	110	90	54	**84.67**	**28.38**	87	27	36	**50.00**	**32.36**	17-77
Amylase	U/L	770	842	827	**813.00**	**37.99**	880	713	864	**819.00**	**92.15**	
Total Bilirubin	mg/dl	0.2	0.2	0.2	**0.20**	**0.00**	0.2	0.3	0.2	**0.23**	**0.06**	0.0-0.9
Blood Urea Nitrogen	mg/dl	19	19	17	**18.33**	**1.15**	25	18	18	**20.33**	**4.04**	8.0-33
Calcium	mg/dl	9.8	10.3	10.4	**10.17**	**0.32**	9.1	8.7	9.5	**9.10**	**0.40**	7.1-10.1
Phosphorus	mg/dl	7.8	5.8	5.2	**6.27**	**1.36**	9.2	7.3	8	**8.17**	**0.96**	5.7-9.2
Creatinine	mg/dl	0.1	0.2	0.2	**0.17**	**0.06**	0.2	0.2	0.2	**0.20**	**0.00**	0.2-0.9
Glucose	mg/dl	188	295	249	**244.00**	**53.67**	171	160	291	**207.33**	**72.67**	62-175
Sodium	mM	150	152	155	**152.33**	**2.52**	150	147	149	**148.67**	**1.53**	140-160
Potassium	mM	9.9	7.2	8.2	**8.43**	**1.37**	7.5	6.9	7.6	**7.33**	**0.38**	5.0-7.5
Total Protein	g/dl	5.7	5.9	5.6	**5.73**	**0.15**	5.2	4.8	4.5	**4.83**	**0.35**	3.5-7.2
Globulin	g/dl	1.9	2.4	1.8	**2.03**	**0.32**	1.9	2.4	1.4	**1.90**	**0.50**	1.0-4.2

How the deposited data were processed for this re-analysis (not part of the article)

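RNA from LNCaP-S14 prostate cancer cells treated for 24 h with DMSO, 40 µM SMIP004, 50 nM BTZ, 500 nM camptothecin or 20 µM roscovitine was measured on 12 Illumina bead arrays with 24526 probes each. There were 2 biological samples in each of 5 groups, and each SMIP004 sample had 2 technical arrays, so 10 biological samples were compared. Samples were grouped by the labels of the deposited records and by the paper, which adds the cell line and the time for the groups whose labels leave them out. DMSO and SMIP004 lay on slide 1 and the other compounds on slide 2.

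The authors scanned the arrays and summarized them with the BeadStation software into 1 intensity per probe and array, averaged over beads, as the methods and the file headers state. These deposited intensities are not normalized and have no background subtracted. Beside each intensity the file headers name a detection p-value, which the authors' software computed against the negative controls of the array. The authors also deposited log2 values, quantile-normalized across the 12 arrays, which rank the probes of each array exactly as its intensities do (Spearman's rho 1). The paper's text names no normalization and no statistical test for the arrays.

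The intensities were background-corrected with the detection p-values, given an offset of 16, quantile-normalized and put on the log2 scale by neqc of limma 3.58.1 in R 4.3.3. Mean intensity per array ran from 473 to 802, and 8737 to 9909 probes per array had a detection p under 0.01. The number of arrays limits the precision. Probes were kept if they had a detection p under 0.01 on every array of at least 1 group, which left 11111 probes. Of all probes, 21834 could be assigned to 1 gene and 2692 were not named here and were left out. The gene table of the assembly GRCh38.p14 served only to bring gene names up to date, and 99.9% of the gene identifiers of the array matched it. A gene with several kept probes (1141 genes) was represented by the probe with the highest mean, and 8783 genes were tested.

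Technical arrays were averaged, and 1 linear model with a mean per group was fitted to the 10 samples by limma's lmFit and eBayes, with 5 residual and 2.95 prior degrees of freedom. Contrasts of each compound with DMSO were tested with Benjamini-Hochberg adjustment over all genes, at an adjusted p under 0.05. The thresholds stated by the paper, 2-fold and a p of 0.05, were applied as well. No batch term could be fitted, since each compound lies on 1 slide. With 2 samples per group no regrouping of samples was counted.

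For 39 gene lists, 5 of them taken from the paper, the members that passed were counted in each direction, and 37 lists with at least 3 measured genes were tested with camera of limma at a preset correlation of 0.01 and with a correlation estimated per list. Results of 2 of these lists, 1 of them from the paper, are not reported here. The lists and the rule for naming genes were set before the data were examined. The rule takes each gene the paper names for the arrays, the 12 largest rises and falls that passed with SMIP004 and moved the same way in both samples, the 5 largest of each for the other compounds, and up to 4 genes of the largest change in each list.

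Overlap was the share of SMIP004 genes at the paper's thresholds that passed them in the same direction with another compound. It was set beside the number expected for independent lists and beside 100 simulations of unchanged groups that share the DMSO samples. The model was tested on simulated data. With 200 genes changed among 8783, 75% of genes changed 2-fold and 95.8% of genes changed 4-fold were called, with 9.55 false calls on average in 20 runs and 0 runs in which an unchanged list was called. The simulated genes varied independently of each other, and lists were tested only in a group without changed genes. The 0 runs therefore do not show how often the preset correlation calls lists whose genes move together. The share of genes changed was also far below that passing with SMIP004.

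Alternatives set before the data were examined changed the normalization, the filter, the handling of technical arrays, the samples in the model, the variance moderation, the probe that represents a gene, the threshold, the correlation within lists and the reference for the compounds of slide 2, and left out each sample in turn. Models without the roscovitine samples and the direct comparison of SMIP004 with BTZ were added after the data had been seen. The plot of genes was drawn with matplotlib 3.10.9 in Python 3.11.15. Proteomic, blotting and animal experiments of the paper were not analysed here.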

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

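The list tests of this part were planned, and each test of an explanation was chosen after the result had been seen.

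Genes of the cytosolic heat shock response, which the paper does not discuss, moved apart between SMIP004 and BTZ. Of 21 genes 11 fell and 4 rose with SMIP004 (camera of limma, adjusted p = 0.0477, and adjusted p = 0.183 with an estimated correlation), with the mitochondrial chaperonin gene HSPE1 at a log2 change of -2.10 and the cochaperone gene DNAJB2 at 2.05. The call was also lost without DMSO sample 1 (0.0635), SMIP004 sample 1 (0.0504), roscovitine sample 1 (0.0813), roscovitine sample 2 (0.0728) or both roscovitine samples (0.0821), with a replicate block (0.0521), without moderation (0.0531) and with the mean of the probes of a gene (0.0577). A difference between the slides is argued against, since SMIP004 and DMSO share slide 1 and 20 of 21 genes were higher with BTZ than with the other compounds of slide 2 (camera of limma, adjusted p = 1.36e-07), and so is the normalization, as the SMIP004 median nearest to 0 under the other normalizations was -0.516 and BTZ medians stayed between 1.80 and 1.92. Proteasome inhibition by BTZ and not by SMIP004 may account for the rise with BTZ, since genes of the proteasome list were also higher with BTZ than with the other compounds of slide 2 (camera of limma, adjusted p = 1.36e-07) and than with SMIP004, while no biological explanation was tested for the fall with SMIP004.

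The stromal and fibroblast markers, set as a check for other cells, rose in 4 of 4 measured genes with SMIP004 (camera of limma, adjusted p = 0.0366, adjusted p = 0.183 with an estimated correlation, 0.121 without a filter and 0.0531 without moderation of the variance). ACTA2 rose by a log2 change of 1.92 (standard error 0.564, and an adjusted p between 0.0555 and 0.0968 in limma without either DMSO or either SMIP004 sample), and COL1A1 was at least 1.88-fold, TAGLN at least 1.79-fold and VIM at least 1.08-fold higher. Of 9 other markers, among them the abundant transcripts COL1A2, COL3A1, FN1 and SPARC, 0% were detected on any SMIP004 array. These 9 are the listed markers that failed the detection filter, so detection on every SMIP004 array was excluded in advance. The share therefore does not decide whether RNA of stromal cells was present. The 4 measured markers are those that passed the filter, and without it the list median was 0.0929 instead of 1.55. A response of the cancer cells themselves also stays open and was not tested.

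Of 24 core histone genes 7 rose and 1 fell with SMIP004 (camera of limma, adjusted p = 0.0332, adjusted p = 0.657 with an estimated correlation, 0.0556 without a filter and 0.0587 without moderation), with H4C14 at a log2 change of 4.18 and H4C8 at 2.75. The list median of 0.82 was 0.577 without DMSO sample 2 and 0.349 with genes not detected in 1 group at their bound. The labeling was primed with oligo(dT), as the paper's methods state, so only histone RNA with a poly(A) tail was measured. The values do not show whether total histone RNA rose.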

How the results depend on the processing

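The models without roscovitine samples were chosen after the data had been seen, and the other alternatives were planned. For SMIP004, 4578 of 4758 gene values and 863 of 924 list values kept their direction and their side of the threshold, 152 and 50 no longer passed, 28 and 11 passed only under the alternative, and none reversed. For BTZ these were 4027 of 4158 and 841 of 888. Genes near background are limited by their signal, and their folds are bounds. A sample left alone in its group is assumed to vary like the other groups. Where no cause is given below, the cause was not tested.

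Roscovitine depended most on the processing. Its 674 genes became 1825 with 4 separate SMIP004 arrays and 168 without moderation, and 0 to 5008 when 1 sample was left out (0 without either DMSO sample, where 355 and 406 genes were 2-fold at an unadjusted p of 0.05 in limma, 59 without either SMIP004 sample, 119 without either camptothecin sample, 148 and 149 without a BTZ sample, 5008 without roscovitine sample 1 and 1636 without sample 2). Its 516 genes at 2-fold became 279 without background correction, 316 with the authors' values, 343 without moderation, 213 with an adjusted p, 1543 at 1.5-fold and 174 to 1591 with a sample left out. Its overlap of 8.36% became 5.08% without moderation, 3.33% with an adjusted p, 16.2% at 1.5-fold, 5.31% and 5.24% with separate DMSO samples and 2.38% to 25.4% with a sample left out, and its rho 0.119 to 0.387. Its list count of 9 ran from 5 to 18, and metallothioneins, with no call, were called lower without roscovitine sample 1 and higher without sample 2 (camera, adjusted p = 0.0281 and 0.0408), against 0.835 without DMSO sample 2.

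At 1.5-fold, which admits smaller changes, 4462 genes passed for SMIP004, 5002 for BTZ and 4750 for camptothecin. The rho of SMIP004 with BTZ was 0.696 without background correction, 0.706 with arrays scaled to 1 median, 0.636 without a filter, 0.688 with a detection p under 0.05, 0.696 over probes, 0.477 within slide 2, 0.693 and 0.678 with separate DMSO samples and 0.694 to 0.708 with a sample left out. With camptothecin it was 0.379 with arrays scaled to 1 median, 0.341 with separate DMSO samples and 0.342 to 0.371. Within slide 2 the contrasts of the 3 compounds sum to 0 and BTZ is in the reference of the other 2, so their values there (10.6% and a rho of -0.104 for camptothecin, 1.46% and -0.546 for roscovitine) follow from this centring and are no evidence on either compound. With an estimated correlation the passing lists fell from 23 to 3 for SMIP004, from 21 to 4 for BTZ, and to 0 for camptothecin (from 19) and roscovitine in camera. Without roscovitine samples as well they were 12 for SMIP004, 5 for BTZ and 0 for camptothecin.

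A replicate block, for samples of the same number handled together, left 332 roscovitine genes and ended the calls of the SMIP004 heat shock list (camera of limma, adjusted p = 0.0521), of GPX1 with SMIP004 (limma, adjusted p = 0.0558), of GSR and H2AC25 with BTZ and of APOBEC3H, ASPM, FAM72D and NME1-NME2 with roscovitine. The deviations of such samples from their group means correlated between -0.187 and 0.0931 across genes, so the pairing is not seen in the values.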

Differences from the paper's values

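Alternatives without the roscovitine samples in this part were chosen after the values had been seen, and the others were planned. The paper clustered ~15,000 mRNAs (the paper's number), and 8783 genes were tested here after the filter on detection, for which the paper states no counterpart. With no filter (16920 genes) and with a detection p under 0.05 (10780 genes) the number came within 1.5 times of the paper's. With the other alternatives set before the data were examined it did not (8095 to 8900).

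The paper states a general rise of p53, death receptor and stress kinase pathways. It rests this on network and pathway enrichment among its 2-fold mRNAs, a different test on pathway members that were not used here. For JNK and p38 it also reports phosphorylation by immunoblot and effects of kinase inhibitors, which mRNA levels do not measure. Here 11 of 33 p53 targets rose and 2 fell, 10 of 28 apoptosis and death receptor genes rose and 4 fell, and 10 of 29 genes of JNK and p38 signaling rose and 5 fell. The tallies lean upward while no list passed (adjusted p of 0.117, 0.352 and 0.305 in camera of limma). Over all 8783 genes tested 2523 rose and 2622 fell. The rising shares of these lists were thus not far above that of all genes, and the lean lies mostly in few falls. The p53 list passed without a filter (0.0475), with DMSO and SMIP004 alone (0.00848), without roscovitine sample 1 (0.0208) or 2 (0.0191) and without both (0.0212, chosen after the values had been seen, and adjusted p = 0.297 with an estimated correlation), and the other 2 passed under no alternative. Fig. 1B places zinc finger factors among rising and tubulin folding among falling modules. Of 239 ZNF genes 85 rose and 51 fell, and the list passed only with DMSO and SMIP004 alone (0.0467, against an adjusted p of 0.683 with an estimated correlation in the model of all groups). Of 28 tubulin genes 13 fell and 4 rose, and the list passed without a filter (0.0489), with DMSO and SMIP004 alone (0.0407), without roscovitine sample 1 (0.047) and without both roscovitine samples (0.0472, chosen after the values had been seen, and adjusted p = 0.133 with an estimated correlation).

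The paper lists NQO among the NRF2 genes that SMIP004 activated. NQO2 rose by a log2 change of 2.08 here, and NQO1 changed by -0.35 and rose under no alternative. The other 5 of 7 genes of that list rose. The paper names GLRX and GPX2 among falling genes. GLRX had a log2 change of -0.60 and did not pass, but it did with DMSO and SMIP004 alone, without roscovitine sample 1 or 2 and without both (adjusted p of 0.0172, 0.025, 0.0252 and 0.0246 in limma, the last chosen after the values had been seen). GPX2 (-0.04) passed under no alternative, and GSR, GPX1 and GPX4 fell. The paper states that most glutathione-S-transferases fell. Of 11 measured here 5 fell, 3 rose and 3 did not pass, and 6 had a lower level. No further one passed as a fall under any alternative.

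Fig. 3A marks CDC25A as falling and Fig. 1D marks ataxin 3, EDEM3 and UFD1 as rising. Here CDC25A (-1.29), ATXN3 (0.73), EDEM3 (0.52) and UFD1 (0.43) had that direction and did not pass. All 4 passed with DMSO and SMIP004 alone, without roscovitine sample 1 or 2, and without both, the last chosen after the values had been seen. UFD1 and EDEM3 also passed with 4 SMIP004 arrays as separate samples and with these arrays in a random block, UFD1 with the mean of its probes, and EDEM3 without background correction and with the authors' values. The other 13 measured genes of Fig. 3A and 31 of Fig. 1D passed in the paper's direction.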

Other observations

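The list tests of this part were planned, and the tests on the roscovitine samples were chosen after these samples had been seen. Single genes in further groups changed with SMIP004 that the paper does not describe. Of 31 genes of autophagy and lysosomes 13 rose and 5 fell, among them MAP1LC3B, which encodes the autophagosome protein LC3B (log2 change 3.83, standard error 0.276), and its relative GABARAPL1 (2.91, 0.377), and the list did not pass (camera of limma, adjusted p = 0.0817, 0.0181 without a filter, and adjusted p = 0.605 with an estimated correlation). With BTZ 22 of 31 rose and 2 fell (camera of limma, adjusted p = 0.000136, and adjusted p = 0.33 with an estimated correlation). Of 3 metallothionein genes 2 rose with SMIP004 and 3 fell with BTZ, such as MT1X (-2.63, standard error 0.518). The list passed with neither compound (camera of limma, adjusted p = 0.292 with SMIP004 and 0.142 with BTZ). The rises of MT1F and MT2A did not pass without moderation of the variance (limma, adjusted p = 0.08 and 0.06). All 3 genes were higher with SMIP004 than with BTZ (camera of limma, adjusted p = 0.0343, and adjusted p = 0.421 with an estimated correlation), in a comparison across slides that was added after the data had been seen. Of 17 hypoxia targets 6 rose and 5 fell with SMIP004 (camera of limma, adjusted p = 0.469), with the angiogenic factor VEGFA at least 4.04-fold higher. Of 16 cholesterol synthesis genes 5 fell and 1 rose, SC5D by a log2 change of 2.77 (camera of limma, adjusted p = 0.372), and of 15 immediate early genes 4 rose and 1 fell, the proto-oncogene MYC by -3.11 (camera of limma, adjusted p = 0.469). Among markers of other cells, the neuroendocrine marker TUBB3 rose (2.07, standard error 0.223), 2 of 3 basal cell markers rose (camera of limma, adjusted p = 0.283), and 0 of 2 blood cell markers passed, of which 1 rose and 1 fell when adjusted over the list alone.

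Camptothecin, which damages DNA, raised 32 of 33 p53 targets and lowered none (camera of limma, adjusted p = 1.28e-08, and adjusted p = 0.503 with an estimated correlation). TP53I3 changed by 7.07 on the log2 scale (standard error 0.699, detected in 1 of 2 DMSO samples), CDKN1A by 3.83 (0.509) and the immediate early gene EGR1 by 5.07 (0.537, detected in 1 of 2 DMSO samples). Core histone genes, measured only as RNA with a poly(A) tail, rose in 21 of 24 and fell in 1 (camera of limma, adjusted p = 0.000559, and adjusted p = 0.503 with an estimated correlation). Mitosis genes fell in 37 of 41 and rose in none. The UPR genes of Fig. 1D rose in 9 of 34 and fell in 12 (camera of limma, adjusted p = 0.597), with HSPA5 at -0.67 (0.181). Largest among other rises were LCE1B (at least 45-fold), PRAMEF7 (at least 35.2-fold), LCN15 (at least 29.5-fold) and SERPINB5 (7.07), and among falls GMDS (at least 23.6-fold), EPHA3 (at least 19.8-fold), DLGAP5 (at least 19.1-fold), PRKD1 (-5.21) and HMMR (-4.97). BTZ raised the chemokine gene CXCL8 at least 68.9-fold and GCNT3 at least 15.1-fold, and lowered TOP2A at least 14.5-fold, AURKB at least 16.5-fold and UBE2C by a log2 change of -4.71. With roscovitine 17 of 41 mitosis genes fell and none rose (camera of limma, adjusted p = 1.04e-16, and adjusted p = 0.777 with an estimated correlation), and p53 targets rose in 5 of 33. Its largest changes were TP53I3 (4.62), ACTA2 (2.97), NME1-NME2 (2.81), CDKN1A (2.58) and APOBEC3H (at least 2.58-fold) and the falls of FAM72D (-2.57), CENPF (-2.49), ASPM (-2.40), CENPE (-2.39) and ADH1A (-2.36), each of these falls detected on 1 of 2 roscovitine arrays. Each of these 10 lost its call in some alternatives, and no gene was called with roscovitine when either DMSO sample was left out.

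Both roscovitine samples lie apart. Sample 1 had 168 genes (1.91%) at least 2-fold from the DMSO mean and sample 2 had 1573 (17.9%), and the median shift of the replication list was 0.00347 in sample 1 and -1.82 in sample 2. Whether sample 1 was untreated stays open. Its 41 mitosis genes were all lower than DMSO with a median of -0.884, but these genes move together across samples (estimated correlation 0.844), so a difference in cycling between untreated samples cannot be told apart with 2 DMSO samples. The p53 targets had a median shift of 0.318 in sample 1 and 1.51 in sample 2. In sample 1 CDKN1A was at 1.59 and TP53I3 at 3.28 (3.56 and 5.96 in sample 2), while RRM2 was at -0.0206 (-4.86). Sample 1 is a single array, so these values do not settle the question. That RNA of camptothecin-treated cells was mixed into sample 2 is argued against as the whole difference, since the fall of the mitosis list from sample 1 to sample 2 would need a share of at least 74.7%, while genes over 16-fold higher with camptothecin showed a median share of 15.4% (quartiles 4.73% and 31.5%). A weaker exposure of sample 1 may account for the gap, since the changes of both samples correlated at 0.512 across genes, but both also share a slide and the DMSO samples, so this cannot be told apart from an effect of these.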
